# Molecular alterations induced by a high-fat high-fiber diet in porcine adipose tissues: variations according to the anatomical fat location

**DOI:** 10.1186/s12864-016-2438-3

**Published:** 2016-02-18

**Authors:** Florence Gondret, Annie Vincent, Magalie Houée-Bigot, Anne Siegel, Sandrine Lagarrigue, Isabelle Louveau, David Causeur

**Keywords:** Adipose tissue, Dietary fiber, High-fat diet, Gene module, Multiple factor analysis, Transcriptome, Upstream regulators

## Abstract

**Background:**

Changing the energy and nutrient source for growing animals may be an effective way of limiting adipose tissue expansion, a response which may depend on the genetic background of the animals. This study aims to describe the transcriptional modulations present in the adipose tissues of two pig lines divergently selected for residual feed intake which were either fed a high-fat high-fiber (HF) diet or an isocaloric low-fat high-starch diet (LF).

**Results:**

Transcriptomic analysis using a porcine microarray was performed on 48 pigs (*n* = *12* per diet and per line) in both perirenal (PRAT) and subcutaneous (SCAT) adipose tissues. There was no interaction between diet and line on either adiposity or transcriptional profiles, so that the diet effect was inferred independently of the line. Irrespective of line, the relative weights of the two fat depots were lower in HF pigs than in LF pigs after 58 days on dietary treatment. In the two adipose tissues, the most apparent effect of the HF diet was the down-regulation of several genes associated with the ubiquitin-proteasome system, which therefore may be associated with dietary-induced modulations in genes acting in apoptotic and cell cycle regulatory pathways. Genes involved in glucose metabolic processes were also down-regulated by the HF diet, with no significant variation or decreased expression of important lipid-related genes such as the low-density lipoprotein receptor and leptin in the two fat pads. The master regulators of glucose and fatty acid homeostasis *SREBF1* and *MLXIPL*, and peroxisome proliferator-activated receptor (*PPAR)δ* and its heterodimeric partner *RXRA* were down-regulated by the HF diet. *PPARγ* which has pleiotropic functions including lipid metabolism and adipocyte differentiation, was however up-regulated by this diet in PRAT and SCAT. Dietary-related modulations in the expression of genes associated with immunity and inflammation were mainly revealed in PRAT.

**Conclusion:**

A high-fat high-fiber diet depressed glucose and lipid anabolic molecular pathways, thus counteracting adipose tissue expansion. Interaction effects between dietary intake of fiber and lipids on gene expression may modulate innate immunity and inflammation, a response which is of interest with regard to chronic inflammation and its adverse effects on health and performance.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2438-3) contains supplementary material, which is available to authorized users.

## Background

White adipose tissue (AT) has a central role in various physiological processes related to lipid metabolism and energy homeostasis in mammals [1, 2] and is considered to be a significant contributor to systemic low-grade inflammation [3]. Adipose tissue development is triggered by the imbalance between energy intake and expenditure and most related studies have exploited high-fat hyper-caloric diets to generate adipose tissue expansion and document molecular alterations [4–6]. The nutrient source is also important in determining adiposity. Noticeably, dietary fibers, which are poorly digested by monogastric animals, are associated with energy dilution of the diet, hence reducing the adiposity that accompanies the chronic intake of high levels of fat [7, 8]. This reduction results from a lower food intake, enhanced insulin sensitivity, increased energy expenditure, and changes in expression levels of some genes involved in lipid anabolism and fatty acid β-oxidation, in different organs [7, 9]. However, the diversity in molecular pathways in AT which can be altered by a high-fat high-fiber diet remains still to be clarified, together with the ways by which these changes relate to adiposity variations. The pig is recognized as an experimental model to investigate genetic and mechanistic aspects of human disease such as obesity [10–12], and is a leading source of animal protein in human diets. The introduction of more fiber to cereal-based diets formulated for pigs has regained interest due to both economic considerations and the potential benefits on health and welfare [13]. While, the addition of fat to a fiber-rich diet is also required to retain a dietary energy value compatible with good animal performance [14]. Therefore, the primary objective of this study was to decipher the transcriptomic changes that take place in AT when pigs received either a high-fat high-fiber diet or an isocaloric low-fat high-starch diet, thus changing energy source and nutrients rather than energy content in diet. The availability of pig lines divergently selected for residual feed intake (RFI), a measure of feed efficiency, offers an additional opportunity to consider line-associated differences in basal metabolism and energy expenditure [15, 16] when reasoning body composition and dietary responses. Both independent and possible interaction effects between diet and line on the AT transcriptional profiles have then to be considered.

The anatomical location of AT is also important when analyzing the molecular responses to diet. In many species [17, 18] including pigs [19, 20], differences in adipogenic factors, responses to hormones, metabolic properties or secretion of inflammatory cytokines have been observed between subcutaneous AT and visceral ATs which are located within the abdominal cavity. Whereas subcutaneous fat grows at the same rate as total body fat, perirenal (visceral) fat grows faster in pigs; thus, the distinction between these two anatomical fat sites is also economically important. Hence, similarities and particularities in the molecular responses to diet of subcutaneous and perivisceral ATs are worthy of investigation. It has recently been shown that AT expansion was reduced at the subcutaneous and perirenal locations when growing pigs of two divergent RFI lines were fed a high-fat high-fiber diet as compared with pigs fed an isocaloric low-fat high-starch diet [21]. Molecular mechanisms and processes associated with both diet and line in the dorsal subcutaneous and perirenal ATs are explored in the present study. Pathways common to both ATs and also specificities within each AT in the responses to diet, are highlighted using dedicated integrated statistical methods.

## Results

### Summary of phenotypic data

Forty-eight growing pigs of two lines divergently selected on RFI, a measure of feed efficiency, were fed diets formulated at isocaloric and isoproteic bases but differing in energy source and nutrients (lipids and fibers *vs.* starch). Full description of performance of experimental pigs (*n = 12* per line and per diet) after 58 days of dietary treatment can be found in an associated paper [21] and are briefly summarized here. Importantly, there was no interaction between diet and line on performance and body composition. Irrespective of RFI line, pigs fed the high-fat high-fiber (HF) diet ate 12 % less (*p* < 0.001) than pigs fed the low-fat low-fiber starch-based (LF) diet during the trial and they developed less body fat, as illustrated by 1.4-fold lower proportions of ATs at the perirenal (%PRAT) and dorsal subcutaneous (%SCAT) locations. The differences between diets were significant when the adiposity data was corrected for individual daily feed intake, indicating that AT development was triggered not only by differences in feed intake between pigs but also by the nutrient composition. Irrespective of diet, divergent selection for RFI did not affect AT weights in this experiment (Table 1).

**Table 1:** Growth and adiposity as affected by diet and line

Diet	HF		LF		Statistics	
Line	Low	High	Low	High	*p*-diet	*p*-line
Pigs^a^, n	12	12	12	12		
Initial age (d)	73	73	75	75	0.77	0.04
Initial weight (kg)	25.7	26.6	26.5	27.1	0.62	0.54
Final age (d)	132	131	134	133	0.49	0.12
Final body weight (kg)	72.8	69.0	82.7	77.6	<0.001	0.008
Feed intake (kg/d)	2.13	2.12	2.45	2.40	<0.001	0.45
Gain to food ratio	0.38	0.34	0.39	0.36	0.13	<0.001
Adipose tissue mass (% body weight)						
Perirenal AT	0.59	0.54	0.83	0.83	<0.001	0.46
Subcutaneous AT	3.90	4.10	5.90	5.70	<0.001	0.41

^a^Pigs were fed a high-fat high-fiber diet (HF) or a low-fat high-starch diet (LF). Duration of the feeding trial was 58.5 ± 0.5 days for all pigs. Two divergent pig lines that have been selected over eight generations for residual feed intake (RFI), a measure of feed efficiency, were used. Pigs selected for low RFI were the most efficient in the conversion of food to weight gain. There was no significant interaction (*p* > 0.10) between diet and line on performance and adiposity traits. At the end of the trial, weights of perirenal and dorsal subcutaneous adipose tissues (AT) were used as surrogates of body adiposity

### Diet markedly affected adipose tissue molecular profiles

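Perirenal adipose tissue (PRAT), the fat depot around the kidneys, was profiled in 48 pigs, with 12 pigs in each combination of diet and line. The high-fat high-fiber (HF) diet held 33.5% starch, 7.2% fat and 18% neutral detergent fiber, and the low-fat high-starch (LF) diet held 45.5% starch, 2.2% fat and 12.1% neutral detergent fiber. Residual feed intake (RFI) is the feed a pig eats beyond that predicted from its growth and maintenance, and the pigs came from a line selected for low RFI and a line selected for high RFI. The paper gives a mean age of 132.5 days at slaughter and the sample labels give 132 days. RNA of each pig was labelled with Cy3 and hybridised to 1 one-colour porcine array with 60306 probes. The arrays lay on 6 slides with 8 arrays each, scanned on 2 days, and every slide held 2 arrays of each diet and line group. The authors filtered the spots, took log2 of the Cy3 intensity and subtracted the median of each array. Every entry of their deposited table equalled, within a tolerance of 1e-06 on each array, log2 of the median intensity of 1 spot of the scanner files, without background subtraction and centred in this way. The names of the entries matched the spot whose values they held in 2 of 38142 cases, so entries were named by their values and not by their labels. A probe or gene was then compared between diets with limma, in a linear model with diet, line and their interaction, and called at the paper's thresholds of raw p under 0.01, fold change over 1.1 and Benjamini-Hochberg (BH) adjusted p under 0.08. All BH values of single probes refer to this test over all kept probes. Differences are given on the log2 scale as HF minus LF, and a gene with several probes is represented by the probe with the highest mean over the 48 arrays. Because every array was centred on its median, each value is relative to the median kept probe of that array. The number of arrays limits the precision. SCAT arrays, carcass measurements and qPCR were not analysed here.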

Microarray analyses were separately performed in PRAT and in SCAT from the 48 experimental pigs. 

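In the scanner files of PRAT, 34688 of the 38142 kept probes were well above background on all 48 arrays, and 37272 were so on every array of at least 1 of the 4 groups. Each array had between 35787 and 38118 kept probes well above background, with a median of 37872.5 in HF pigs and of 37850.5 in LF pigs. The median intensity of the kept probes ranged from 382 to 638 per array and the median background from 23 to 33. A further 2416 probes were well above background on all 48 arrays but were not kept by the authors. Of the kept probes, 21152 could be given a gene symbol, for 10246 genes in all.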

After normalization, the signal intensity was found to be above background noise for 38,142 spots in PRAT and 38,987 spots in SCAT, respectively. The linear model to analyze the log2-transformed signals revealed no significant interaction (p > 0.01) between diet and line on the expression levels of the molecular probes in the two ATs, so that diet and line effects could be inferred independently. 

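In PRAT, limma gave 108 probes with a raw p under 0.01 for the interaction between diet and line, where 381 would be expected by chance among 38142 tests. The smallest BH adjusted p was 1.00, and 867 probes had a raw p under 0.05. The two-way ANOVA of the methods gave 106 probes at the raw p under 0.01 and 847 under 0.05. For the diet by line interaction in PRAT, the alternatives gave at most 258 probes, out of the 60305 tested without the authors' filter, where more would be expected by chance. Among the 38142 probes they gave at most 250, with the spike-in centring chosen after seeing the data, and 216 with the replicate block. Across probes, which are not independent replicates, the diet effect in low RFI pigs correlated with that in high RFI pigs with r = 0.743.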

The global effects of diet and of line on the number of differentially-expressed probes (DEP) were more pronounced in PRAT than in SCAT (Fig. 1). 

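Diet changed 9333 of the 38142 PRAT probes at the thresholds given above, or 24.5%, and line changed 1378 probes, or 3.61%. Both effects were called for 308 probes. The median absolute log2 difference was 0.24 among probes called by diet and 0.32 among those called by line, so that most called differences were small. A fold change over 2 was reached by 67 probes for diet and by 44 probes for line. The two-way ANOVA called 9134 probes for diet and 1263 for line, and 9132 probes were called for diet by both tests. Raising the fold threshold to 1.5 was the alternative that moved the diet effect on PRAT probes and the line effect on PRAT probes most, leaving 418 probes for diet and 221 for line.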

In the two ATs, diet had also a more pronounced effect on the transcriptome than did the line. Thus, only data related to dietary effects are further considered in this manuscript. By using cut-offs of fold-change between diets > |1.1| and *p*-value < 0.01, while ensuring Benjamini-Hochberg (BH) multiplicity correction of the *p*-values for a control of the FDR at level < 0.08, a total of 3,313 DEP in PRAT and of 2,107 DEP in SCAT were found as over-expressed by HF diet. These corresponded to 1,251 unique differentially-genes (DEG) up-regulated in PRAT and to 825 unique DEG up-regulated in SCAT. Conversely, 4,820 DEP corresponding to 2,440 unique DEG in PRAT, and 2,689 DEP corresponding to 1,279 unique DEG in SCAT were under-expressed by HF diet. 

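In PRAT, limma called 3411 probes as higher and 5922 as lower in HF pigs, and the two-way ANOVA of the methods called 3313 as higher and 5821 as lower. By gene symbol, 854 genes had a probe called as higher, 2295 had a probe called as lower, and 13 of them had both. The split between directions depended on how arrays were brought to a common level. With the authors' median centring 63.5% of the called probes were lower in HF pigs. Centring on the 75th percentile of each array gave 6496 higher and 3847 lower probes, or 37.2% lower. Quantile normalization of the deposited values gave 4547 higher and 4521 lower probes, and normexp background correction followed by quantile normalization gave 4440 and 4149. Centring on the spike-in control transcripts, an alternative chosen after seeing the data, gave 10461 higher and 1317 lower probes, or 11.2% lower, and raised every gene by 0.12 on the log2 scale.

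**Figure D1:**
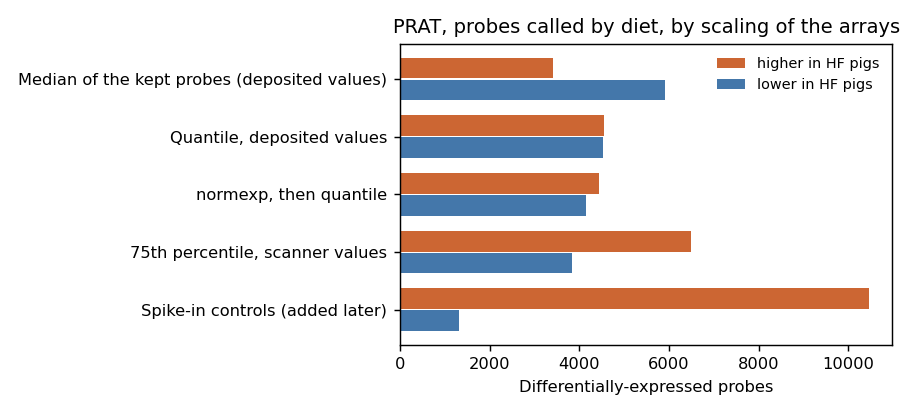
Number of PRAT probes called by diet (x axis) under 5 ways of bringing the arrays to a common level (y axis), with orange bars for probes higher and blue bars for probes lower in HF pigs. Lower probes outnumber higher ones under median centring, with 5922 against 3411, and the order is the opposite under the 75th percentile, with 3847 against 6496.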

Altogether, 1,330 DEG were commonly affected by diet across the two ATs (Fig. 1), which corresponded to 36 % of the DEG in PRAT and 63 % of the DEG in SCAT, respectively.

**Fig 1:**
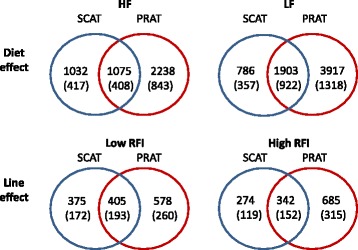
Number of differentially-expressed probes and corresponding unique genes in adipose tissues as affected by diet and line. Microarray data obtained in subcutaneous (SCAT) or in perirenal (PRAT) adipose tissues were separately analyzed for the main effects of diet (HF: high-fat high-fiber vs. LF: low-fat high-starch), line (low RFI: residual feed intake below the average; high RFI: residual feed intake above the average), and the interaction between diet and line. Molecular probes were declared as differentially-expressed between diets or between lines according to cutoffs for fold-change between conditions > |1.1| and *p* < 0.01 (Benjamin-Hochberg adjusted *p*-value < 0.08). Venn diagrams illustrate the number of differentially-expressed probes in each experimental group for SCAT and for PRAT. The corresponding number of differentially-expressed unique genes is indicated into brackets

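For line in PRAT, limma called 689 probes as higher in low RFI pigs and 689 as higher in high RFI pigs, for 273 and 223 genes. The two-way ANOVA at the same thresholds called 630 and 633 probes. Of the 1378 probes called by limma, 664 had no gene symbol, as had 3596 of those called by diet. With slide as a block, the diet effect on PRAT probes gave 9897 calls and the line effect on PRAT probes gave 1603. From the larger number of probes affected by diet than by line, the paper considers only dietary effects from there on.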

### Similarities in the molecular responses to diet across two adipose tissues

Multiple Factor Analysis (MFA) was performed to derive a common framework of molecular responses to diet and identify the communalities across AT. The basic interest of MFA as a data integration procedure [22] was to ensure that each tissue influence was equally weighed in a manageable number of comprised factors, which can then be related to external phenotypic characteristics. Figure 2 shows the diagnostic MFA plot. 

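As the first step of such an analysis in PRAT alone, a principal component analysis was run on the 9333 probes called by diet, each probe centred and scaled. The first component held 35.9% of the variance and the second 9.30%. Scores on the first component, scaled to unit length over the 48 pigs, were -0.12 ± 0.090 (SD, n = 24) in HF pigs and 0.12 ± 0.069 (SD, n = 24) in LF pigs. The difference was -0.24 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give), and 23 of 24 pigs of each diet lay on their own side of 0. Since these probes were chosen for their diet effect, some separation is built in. The difference of this component was -0.24 within low RFI pigs and -0.25 within high RFI pigs, and between lines its scores differed by 0.023 (p = 0.595). With all 38142 probes in place of those called, the PRAT first principal component by diet held 16.2% of the variance and gave a difference of -0.18 (p = 1e-05). The sign of a component is arbitrary, and here it was set to correlate positively with the component of the called probes.

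**Figure D2:**
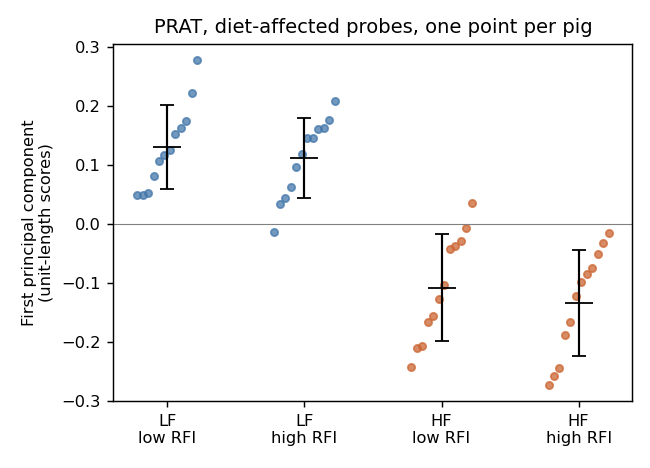
First principal component of the diet-affected PRAT probes (y axis, unit-length scores) for each pig, by diet and line (x axis, 12 pigs per group, sorted by value), with black bars for the mean ± SD. Of the 24 HF pigs, 23 lie below 0, and of the 24 LF pigs, 23 lie above it.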

The first dimension (Dim1) of the MFA accounted for 31 % of the variation, and correlated significantly to variations in AT weights (r = 0.78 with %PRAT, and r = 0.76 with %SCAT, *p* < 0.001), so that pigs fed the HF diet and pigs fed the LF diet were oppositely represented along Dim1. The second dimension of the MFA (Dim2) explained 8.2 % of the variation and did not clearly separate the data according to diet or adiposity phenotypic traits.

**Fig 2:**
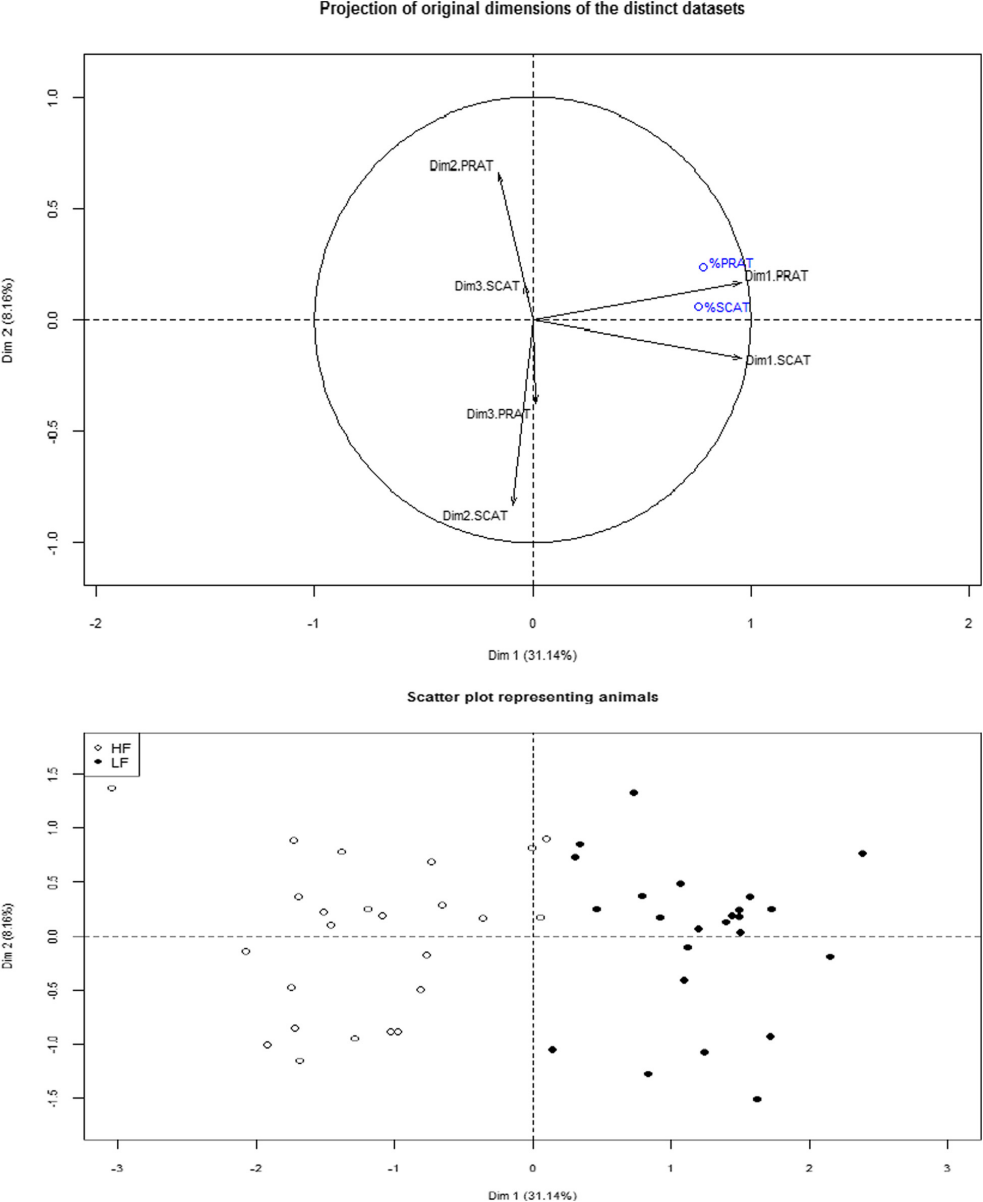
Multi-way datasets analysis: consensus in microarray data relative to dietary effect across two adipose tissues. The first two synthetic variables obtained for the perirenal (Dim_1_PRAT) and subcutaneous adipose tissue (Dim_1_SCAT) transcriptomes were projected in the correlation circle of the multiple factor analysis (MFA), an integrated statistical method used to reveal communalities across separate datasets. Large similarities across adipose tissues can be deduced from molecular variables contributing to the first dimension (Dim1) of MFA (Fig. 1a). Relative weights of perirenal fat (%PRAT) and subcutaneous fat (%SCAT) were superimposed on the plot, showing strong correlation between the molecular probes contributing to Dim1 and adiposity variations. Pigs were represented on the scatter MFA plot (Fig. 1b) and colored following the diet they received (HF: high-fat high-fiber; LF: low-fat high-starch). This shows a well-defined partition of pigs between diets along Dim1

As illustrated (Fig. 2), the two first comprised variables synthesizing the molecular information of the originally-distinct data tables (dim_1_PRAT and dim_1_SCAT, respectively) were projected together along Dim1 in the MFA plot. This means that large similarities between ATs could be inferred by focusing on the DEP that contributed mainly to Dim1. 

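Of the 956 distinct probes in the list that the study drew from its first common dimension, 713 had an absolute correlation over 0.70 with the first component of the diet-affected PRAT probes, with a median absolute correlation of 0.764. Over all 9333 diet-affected PRAT probes, 1870 had such a correlation. These correlations are over the same 48 pigs from which the study chose the list.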

A total of 1,128 DEP showing the highest correlation with Dim1 (r > |0.70|; *p* < 0.001) were thus commonly regulated by diet across the two ATs. The identity of these DEP together with their fold-changes between HF and LF diets are listed in Additional file 1: Table S1 for PRAT and for SCAT, respectively; as indicated in this additional file, all these DEP were altered by diet (BH adjusted *p*-value < 0.05 in PRAT and BH adjusted *p*-value < 0.08 in SCAT). They corresponded to 436 unique differentially-expressed genes (DEG). This statistical approach was thus useful in reducing the number of DEG commonly regulated by diet across the two ATs to those having the strongest correlation with variations in AT weights.

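Table S1 holds 1129 lines for 956 distinct probes, of which 173 are listed 2 times. In PRAT, all 956 probes had the direction listed in the table, with 690 lower and 266 higher in HF pigs. The median log2 difference was -0.35 over the lower probes and 0.31 over the higher ones, between extremes of -2.72 and 0.85. At the paper's thresholds, limma called 932 of the 956 probes and the two-way ANOVA 931. The largest BH adjusted p was 0.104 by limma and 0.114 by the ANOVA, and 16 and 17 of the probes had a value over 0.05. The log2 fold changes of the table correlated with those computed here with r = 0.999 across probes when entries of the deposited table were named by their values, and with r = -0.0094 when they were named by their labels. As the study selected these probes on the same samples, their direction is not independent evidence.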

A functional analysis was performed to understand the biological meaning behind this subset of 436 DEG, by using automatic functional annotation tools to identify biological gene ontology (GO) terms and clustering redundant annotation terms in enriched biological pathways. Enrichment (E) score ≥ 1.3 and *p*-value < 0.5 were used to select the top-enriched clusters among these DEG. As indicated in Table 2, the modification-dependent protein catabolic process, intracellular protein transport, coenzyme metabolic process, cellular response to stress, phosphorus metabolic process and hexose metabolic process were the top-enriched biological pathways in the common molecular responses of ATs to diet. 

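Every gene listed in Table S2 under these processes was measured in PRAT. For the modification-dependent protein catabolic process, 31 of 34 genes are listed as lower in HF pigs, and all 31 were lower at their brightest probe, with a median log2 difference of -0.24, and 28 were called. Protein transport has 29 genes listed as lower, and all 29 were called as lower with a median of -0.34. The coenzyme metabolic process has 10 genes listed as lower, all called, with a median of -0.65 and a lowest value of -1.25. For cell response to stress, all 18 genes listed as lower were called, with a median of -0.27, and of the 10 listed as higher 8 were higher and 6 called, with a median of 0.21. The phosphorus metabolic process has 21 genes listed as lower, of which 20 were called, and 10 listed as higher, of which 9 were higher and 5 called. Genes whose brightest probe went against the listed direction were DUSP10 and CCM2 in cell response to stress, FBXL5 in protein catabolism, NEK7 in the phosphorus process and SEC23B in protein transport. These genes were chosen by the study from the same pigs.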

The detailed list of genes included in these clusters can be found in Additional file 2: Table S2. To have details on fold-change of these genes between diets, one may also consult Additional file 1: Table S1.

**Table 2:** Enriched biological processes commonly regulated by diet across adipose tissues

Functional annotation of responses to diet	E score^a^	Nb DEG	*p*-value	HF *vs.* LF diet
GO:0019941 ~ modification-dependent protein catabolic process	4.31	34	<0.001	↓: 31 ↑: 3
(GO:0006511 ~ ubiquitin-dependent protein catabolic process)		(21)		
GO:0046907 ~ intracellular transport	3.45	37	<0.001	↓: 29 ↑: 8
(GO:0006886 ~ intracellular protein transport)		(26)		
GO:0006511 ~ ubiquitin-dependent protein catabolic process	2.76	21	<0.001	↓: 20 ↑: 1
(GO:0010498 ~ proteasomal protein catabolic process)		(11)		
GO:0051186 ~ coenzyme metabolic process	1.72	11	0.003	↓: 10 ↑: 1
GO:0033554 ~ cellular response to stress	1.58	28	<0.001	↓: 18 ↑: 10
GO:0016310 ~ phosphorylation	1.42	31	0.017	↓: 21 ↑: 10
GO:0019318 ~ hexose metabolic process	1.32	13	0.003	↓: 13
(GO:0006006 ~ glucose metabolic process)		(11)		
(hsa00620:Pyruvate metabolism)		(7)		
(hsa00010:Glycolysis / Gluconeogenesis)		(5)		
GO:0017038 ~ protein import	1.25	9	0.017	↓: 8 ↑: 1
GO:0009725 ~ response to hormone stimulus	0.99	16	0.042	↓: 10 ↑: 6
GO:0010941 ~ regulation of cell death	0.94	33	0.007	↓: 26 ↑: 7
GO:0000278 ~ mitotic cell cycle	0.66	18	0.010	↓: 15 ↑: 3

^a^The most important genes in the common dietary-related responses across perirenal and subcutaneous adipose tissues and correlating with adiposity variations were considered to list enriched functional clusters. For each cluster based on gene ontology (GO) terms for biological processes and Genomes (KEGG) biological pathways, the enrichment (E) score, the number (Nb) of differentially-expressed genes (DEG) and associated *p*-value were provided. The direction of changes in gene expression levels by the HF diet was symbolized (↑: up-regulated; ↓: down-regulated) together with the number of unique genes concerned by each change

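To look at this pathway beyond the genes that the study listed, a set of proteasome genes and a set of ubiquitin-conjugating UBE2 genes were tested in PRAT. The test was limma's camera, which asks whether the genes of a set changed more than the other genes. The study reported this pathway from the same pigs, and the sets include genes that it listed, so these tests are not independent evidence. The members were genes with a kept probe, taken by the start of their symbols, PSMA to PSMG or UBE2, so genes of these families with other symbols were not included. Of 45 genes in the proteasome set, 40 were lower in HF pigs and 31 were called as lower, with a median log2 difference of -0.18 against -0.049 over all 10246 genes (camera BH p = 1.28e-07 over 20 sets). The other 5 genes, PSMB8, PSMB9, PSMB10, PSMB11 and PSME1, named after their values were seen, were higher in HF pigs under each of the 5 other scalings too, and of them PSME1 was called, at 0.14 (BH p = 0.0284). In the UBE2 set, 28 of 29 genes were lower and 16 were called, with a median of -0.16 (camera BH p = 7.45e-06), and the exception was UBE2C, which was not called. PSMC3IP, which is not a proteasome gene, and UBE2CBP, which is not a ubiquitin-conjugating enzyme, are among these members. Without them, a choice made after seeing the data, 39 of 44 and 27 of 28 genes were lower, 31 and 16 were called as lower, and the camera BH p was 1.39e-07 and 4.94e-06. UBE2L3, also named after its value was seen, was lower by a log2 difference of -0.35 (BH p = 8.61e-08). The mean of the proteasome genes per pig, relative to the mean over all pigs, was -0.083 ± 0.10 (SD, n = 24) in HF pigs and 0.083 ± 0.084 (SD, n = 24) in LF pigs, a difference of -0.17 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). With fry as the second set test both families kept a BH p under 0.05, and with camera's estimated correlation between genes neither did, with BH p = 0.278 for both. Both medians stayed below 0 under every scaling of the arrays, but came closest to it, at -0.059 and -0.039, with the spike-in centring chosen after seeing the data, under which 34 proteasome genes and 21 UBE2 genes were lower and the median over all genes was 0.076.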

Among protein catabolic process, the ubiquitin-dependent proteolysis was the most represented pathway with a total of 20 genes encoding ubiquitin-conjugating enzymes, different ubiquitin ligases, various ubiquitin-like proteins and different proteasome complex subunits responsible for the degradation of polyubiquitinated proteins, which were down-regulated by the HF diet (Table 2). Similarly, the glucose metabolic process assembled 13 genes, all down-regulated by the HF diet, and coding for enzymes acting in the first step of glucose use (*HK2*), catalyzing glycogen synthesis (*GSK3B, GYS2, UGP2*) or linking glycolysis and tricarboxylic acid cycle (*PDK1, PDHA1, PDHA2, DLAT*). 

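In PRAT, all 13 genes listed for the glucose metabolic process were called as lower in HF pigs, with a median log2 difference of -0.44 between extremes of -1.21 and -0.27. HK2 had a log2 signal, relative to the array median, of 4.29 ± 0.57 (SD, n = 24) in HF pigs and 5.08 ± 0.34 (SD, n = 24) in LF pigs, a difference of -0.79 (standard error 0.13, BH p = 1.88e-05), and 22 of the 24 HF pigs lay below the LF mean. Among the genes that the paper assigns to glycogen synthesis, GSK3B was lower by -0.38 (standard error 0.052), GYS2 by -0.35 (standard error 0.061) and UGP2 by -0.27 (standard error 0.046). The largest BH adjusted p of these 3 genes was 3.6e-05. PDK1 gave -0.36, PDHA1 -0.51, PDHA2 -0.52 and DLAT -0.71, and for PDHA1, PDHA2 and DLAT all 24 HF pigs lay below the LF mean. PDHA1 and PDHA2 are paralogs, and whether the PDHA2 probe also bound PDHA1 RNA was not tested. Every probe of HK2, GSK3B, UGP2, PDK1, PDHA1 and DLAT was called as lower, as were 4 of the 5 probes of GYS2.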

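ACLY, which encodes ATP-citrate lyase, was measured in PRAT at 7.64 ± 0.72 (SD, n = 24) in HF pigs and 8.57 ± 0.41 (SD, n = 24) in LF pigs on the log2 scale, a difference of -0.93 (standard error 0.17, BH p = 4.45e-05). ME1, which encodes the cytosolic malic enzyme, had all 4 of its probes called as lower, between -1.75 and -0.95. The brightest GSTK1 probe was 5.68 ± 0.29 (SD, n = 24) in HF pigs and 5.61 ± 0.29 (SD, n = 24) in LF pigs, a difference of 0.071 (standard error 0.077, BH p = 0.503) that is smaller than the spread between pigs. A second, dimmer GSTK1 probe was called as higher in HF pigs, with a log2 difference of 0.55 (BH p = 0.00057).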

Different factors in coenzyme metabolic processes such as those related to the synthesis of cytosolic acetyl-CoA (*ACLY*) and lipid anabolic process (*ME1, HMGCR*) were also all down-regulated by the HF diet, with the noticeable exception of glutathione S-transferase kappa 1 (*GSTK1*) which functions in cellular detoxification. Conversely, cellular responses to stress included some genes up-regulated in the HF diet (e.g.; *IFI16* and *JMY*, two genes known to interact with p53 in regulating cell cycle progression) as well as genes that were down-regulated by the same diet (e.g.; *CDKN1A*, another regulator of cell cycle progression). 

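In PRAT, IFI16 was higher in HF pigs by a log2 difference of 0.31 (standard error 0.059, BH p = 8.78e-05), with 22 of 24 HF pigs above the LF mean and both of its probes called. JMY, a dim probe with a mean log2 signal below the array median, was higher by 0.27 (standard error 0.070, BH p = 0.00302), with 16 of 24 HF pigs above the LF mean. CDKN1A was lower by -0.62 (standard error 0.11, BH p = 2.61e-05), at 5.29 ± 0.39 (SD, n = 24) in HF pigs and 5.91 ± 0.36 (SD, n = 24) in LF pigs, and 4 of its 5 probes were called.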

Other gene groups with a lower enrichment score (E < 1.3) but *p* < 0.05 could be also regarded as potentially interesting in deciphering the molecular mechanisms modulated by the diet, i.e. the response to hormone stimulus, regulation of cell death and cell mitotic process (Table 2). Indeed, although dietary-modulated transcripts in ATs were not primarily enriched in lipid metabolism, individual genes clustered in the response to hormone stimulus had known relationships with lipid metabolic process: the cytosolic enzyme malic enzyme (*ME1*) that generates NADPH for fatty acid biosynthesis and which was down-regulated > 2 fold (BH-*p* value < 0.01) by the HF diet, the leptin (*LEP*) coding for a protein secreted in ATs to regulate food intake and energy expenditure and which exhibited > 1.5-fold reduction in its expression level in HF pigs (BH-*p* value < 0.001), the low-density lipoprotein receptor (*LDLR*) reduced by > 1.4-fold (BH-*p* < 0.001) by HF diet, and the adiponectin receptor (*ADIPOR2*) that mediates lipid oxidation and was also significantly lowered (BH-corrected *p* < 0.001) for pigs fed the HF diet. Conversely, *IGF1R* coding for the insulin-growth factor 1 receptor binding IGF-I, a well-known regulator of cell development, and which was first listed in the significantly-enriched phosphorus metabolic process, was also included in the less enriched clusters corresponding to the response to hormone stimulus and the regulation of cell death; this gene was one of the top genes being up-regulated by HF diet. 

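The ME1 signal in PRAT was 5.14 ± 0.79 (SD, n = 24) in HF pigs and 6.38 ± 0.58 (SD, n = 24) in LF pigs on the log2 scale relative to the array median. This is a log2 difference of -1.25 (standard error 0.20, BH p = 8.28e-06), or a 2.37-fold reduction, and 23 of 24 HF pigs lay below the LF mean. LEP differed by -0.94 (standard error 0.15, BH p = 6.64e-06), a 1.92-fold reduction, with 13 HF pigs below every LF pig. ADIPOR2 differed by -0.32 (standard error 0.053, BH p = 1.35e-05), with all 24 HF pigs below the LF mean. All probes of these 3 genes were called as lower. The differences of each gene were of like size in both lines, at -1.24 in low RFI and -1.25 in high RFI pigs for ME1 and at -0.90 and -0.98 for LEP, with raw interaction p of 0.973 and 0.782.

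**Figure D3:**
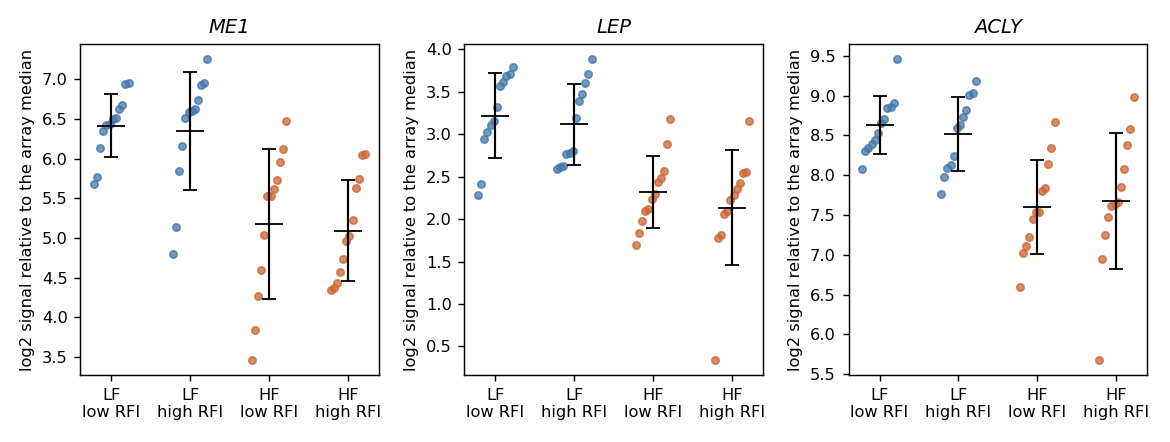
Log2 signal relative to the array median (y axis) of ME1, LEP and ACLY in PRAT for each pig, by diet and line (x axis, 12 pigs per group, sorted by value), with black bars for the mean ± SD. HF pigs lie lower than LF pigs in both lines, with a log2 difference of -1.25 for ME1, -0.94 for LEP and -0.93 for ACLY, and the groups overlap.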

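The brightest IGF1R probe in PRAT was 1.95 ± 0.17 (SD, n = 24) in HF pigs and 1.78 ± 0.22 (SD, n = 24) in LF pigs. The log2 difference was 0.16 (standard error 0.055, BH p = 0.0191), a 1.12-fold increase, with 22 of 24 HF pigs above the LF mean. A dimmer IGF1R probe gave 0.54 (BH p = 5.41e-06), and its 2 other probes, at 0.10 and 0.086, were not called.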

Altogether, different genes were thus listed in more than one of these pathways, suggesting that these various biological processes were at least in part, inter-connected.

### Particularities of perirenal adipose tissue response to diet

To provide another representation of the transcriptional changes in ATs response to diet, the Weighed Gene Correlation Network Analysis (WGCNA) was used to capture strong relationships between transcripts in modules of interconnected genes [23]. In each module, the eigengene (the weighed mean of the transcripts providing the best univariate summary of the within-module variability) was calculated to relate transcriptional changes to external phenotypic traits and to deduce the biological meaning of the module. Four distinct network modules were thus obtained (Table 3).

**Table 3:** Co-expressed gene networks in adipose tissues in response to diet

Inter-dependent modules	Number of DEP in each module		
	Total	Of PRAT	Of SCAT
Turquoise^a^	6,720	5,302	1,418
Blue	2,738	1,416	1,322
Brown	1,238	79	1,159
Yellow	973	931	42

^a^Five co-expressed gene network modules were deduced from the dataset of differentially-expressed probes (DEP) in response to diet (high-fat high-fiber *vs.* low-fat high starch) and obtained in perirenal (PRAT) and subcutaneous (SCAT) adipose tissues. The total number of DEP included within each module and the number of DEP from each tissue in the module were indicated

The first two big modules represented 48 % and 20 % of the DEP, respectively. The first module (turquoise) included a higher number of DEP from PRAT than from SCAT, and the second one (blue) had almost an equal number of DEP from the two adipose tissues. Eigengenes in the turquoise and blue modules were highly correlated to the first comprised dimension Dim1 in MFA (data not shown), suggesting that these modules included not much more supplementary biological meaning than that deduced from Dim1. Two smaller network modules represented 11 % and 7 % of the DEP data set, respectively. The brown module corresponded mainly to a co-expression network in DEP from SCAT; however, most of these DEP were also found in PRAT including gene transcripts related to protein catabolic process, protein transport, pyruvate metabolism and cell respiration. The pattern of expression in the yellow module was mainly assigned to PRAT; only 4 % of the DEP in this module were also listed as differentially-expressed in SCAT in response to diet. In addition, the eigengene of this yellow module was not highly correlated with %PRAT (r = −0.25; p = 0.09), suggesting that molecular mechanisms unrelated to adipose expansion were predominant in this module. Thus, biological particularities at the PRAT location in the dietary-associated responses can be revealed by further examining the interconnected genes in the yellow module.

A total of 973 DEP corresponding to 411 unique DEG were listed in the yellow module. Most of the DEP (969 out of 973) were up-regulated by the HF diet (see Additional file 3: Table S3). 

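The 207 probes that Table S3 lists were all higher in HF pigs in PRAT, and all were called by limma and by the two-way ANOVA. Their log2 differences had a median of 0.38 and lay between 0.15 and 1.01, with a largest BH adjusted p of 0.031. The fold changes of the table correlated with those computed here with r = 1.000 across probes. The remaining probes of the module were not used here.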

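An eigengene was computed in PRAT as the first principal component of the 207 probes of Table S3, each scaled. It held 72.9% of their variance and was 0.074 ± 0.14 (SD, n = 24) in HF pigs and -0.074 ± 0.12 (SD, n = 24) in LF pigs, in units of a score with length 1 over the 48 pigs. The difference was 0.15 (two-sided permutation test with 100000 resamples, p = 0.00029), and it was 0.15 within low RFI pigs (p = 0.0154) and 0.14 within high RFI pigs (p = 0.00589). Both diets overlapped, with 16 of 24 HF pigs and 5 of 24 LF pigs above 0. All 207 probes correlated with this eigengene over 0.70, between 0.702 and 0.965. The gene symbols of the table number 91. Without the genes of Table S4, 108 probes remained and the difference was 0.16. The study chose the 207 probes from the same pigs, for their change with diet and their correlation with the module, so these differences and correlations are not independent evidence. The paper writes that probes correlated in this way could be taken as very relevant for the meaning of the module.

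**Figure D4:**
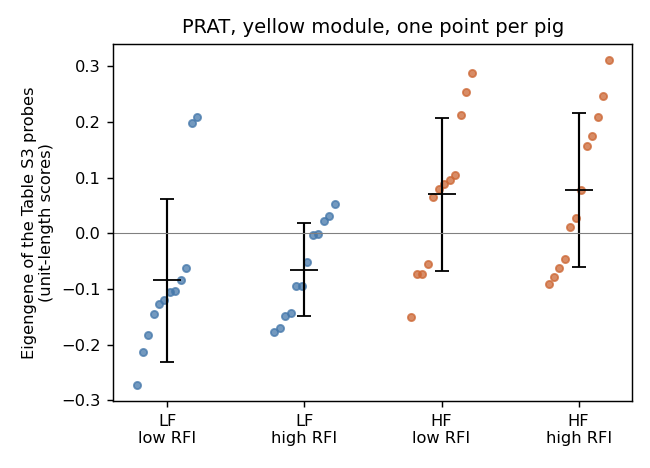
Eigengene of the 207 Table S3 probes in PRAT (y axis, unit-length scores) for each pig, by diet and line (x axis, 12 pigs per group, sorted by value), with black bars for the mean ± SD. In HF pigs 16 of 24 points lie above 0, against 5 of 24 in LF pigs.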

Altogether, 207 DEP corresponding to 91 unique DEG, all up-regulated by the HF diet, were highly correlated to the eigengene of the yellow module (r > |0.70|, *p* < 0.001), so that they could be considered as very relevant for the biological meaning of this module. Functional clustering of these 91 DEG revealed defense response including inflammatory and innate immune responses, membrane organization, natural killer cell mediated cytotoxicity, and protein amino-acid phosphorylation as the top-enriched biological processes (Table 4); the detailed list of genes within each cluster can be found in Additional file 4: Table S4.

**Table 4:** Biological meaning of co-expressed genes in perirenal adipose tissue of pigs

Biological Process	Nb of genes	E score	*p*-value	HF vs. LF diet
GO:0006952 ~ defense response	21	6.96	<0.001	↑
(GO:0006954 ~ inflammatory response)	(15)			
(GO:0045087 ~ innate immune response)	(10)			
GO:0016044 ~ membrane organization	11	3.92	<0.001	
(GO:0006897 ~ endocytosis)	(10)			
GO:0045087 ~ innate immune response	10	3.27	<0.001	
(GO:0006956 ~ complement activation)	(5)			
hsa04650:Natural killer cell mediated cytotoxicity	9	2.54	<0.001	
(hsa04664:Fc epsilon RI signaling pathway)	(6)			
GO:0006468 ~ protein amino acid phosphorylation	11	2.34	0.004	
(GO:0007243 ~ protein kinase cascade)				

^a^Unique annotated genes being highly correlated (correlations > |0.70|) to the eigengene of the yellow small module (Table 3) were inferred for their gene ontology (GO) terms for biological processes. Functional clusters having enrichment (E) score > 2 and modified Fisher exact *p*-value less than 0.01 were indicated. All genes were up-regulated (↑) in perirenal adipose tissue when pigs were fed a high-fat high-fiber (HF) diet compared with a low-fat high-starch (LF) diet

Intra-modular connectivity can measure how connected a gene is to the other genes of its module. 

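Connectivity of each Table S3 gene was computed as the sum of its absolute correlations with the other listed probes, each raised to the power 6. It ranged from 10.9 to 72.8 over the 91 genes, with a median of 37.05, and 16 of the 19 distinct genes of Table 5 were among the 20 highest. C1QC, C1QB, IL10 and C1QA held the first ranks. In PRAT, C1QA was higher in HF pigs by a log2 difference of 0.80 (standard error 0.25, BH p = 0.0133), C1QB by 0.76 (standard error 0.24) and C1QC by 0.74 (standard error 0.23). IL10 was higher by 0.40 (standard error 0.14, BH p = 0.0202) and its receptor IL10RA by 0.44 (standard error 0.12, BH p = 0.00572), with 17 and 21 of 24 HF pigs above the LF mean. CYBB differed by 0.34, CYBA by 0.38, ARRB2 by 0.38 and VAV1 by 0.45, and their BH adjusted p lay between 0.00104 and 0.0157. These increases were of the size of the spread between pigs of 1 diet, as for C1QA with 3.05 ± 0.96 (SD, n = 24) in HF pigs and 2.26 ± 0.80 (SD, n = 24) in LF pigs.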

Intra-modular connectivity values pointed the following genes as among the 20 first most important nodes in the yellow module (Table 5): the cytokine interleukin-10 *(IL10*) and its receptor (*IL10RA*) which are involved in anti-inflammatory response, three q sub-components of the complement component 1 system (*C1QA, C1QB, C1QC*) and the cytochrome b-245 (*CYBB, CYBA*) which are involved in reactions participating to innate immunity, arrestin beta-2 (*ARRB2*) causing specific dampening of cellular responses to stimuli, and a member of the VAV gene family (*VAV1*) as a natural killer playing role in T-cell and B-cell development.

**Table 5:** Most important genes participating to particularities in response to diet of perirenal adipose tissue

Gene symbol	Full name	Connectivity^a^
*IL10*	Interleukin 10	205.8
*C1QB*	Complement component 1, q subcomponent, B chain	204.9
*CYBB*	Cytochrome b-245, beta polypeptide	201.9
*C1QC*	Complement component 1, q subcomponent, C chain	201.9
*C1QA*	Complement component 1, q subcomponent, A chain	199.2
*ARRB2*	Arrestin, beta 2	195.2
*CYTH4*	Cytohesin 4	194.8
*CYBA*	Cytochrome b-245, alpha polypeptide	194.7
*NCKAP1L*	NCK-associated protein 1-like	193.9
*FCER1G*	Fc fragment of IgE, high affinity I, receptor for gamma polypeptide	193.3
*VAV1*	Vav 1 guanine nucleotide exchange factor	192.9
*FOLR1*	Folate receptor 1	191.6
*CD53*	CD53 molecule	190.9
*VSIG4*	V-set and immunoglobulin domain containing 4	190.6
*IL10RA*	Interleukin 10 receptor, alpha	189.2
*CFP*	Complement factor properdin	188.8
*VSIG4*	V-set and immunoglobulin domain containing 4	188.2
*CADM1*	Cell adhesion molecule 1	188.1
*NCF4*	Neutrophil cytosolic factor 4, 40 kDa	187.8
*F13A1*	Coagulation factor XIII, A1 polypeptide	187.7

^a^The first 20 genes were ranked according to their connectivity value within the yellow module, which assembled a total of 411 unique genes in perirenal adipose tissue, all up-regulated by a high-fat high-fiber diet. The higher is the connectivity value, the stronger is the evidence that the gene is part of the module

### Upstream regulatory candidates

The two above-described analyses have clearly shown that different biological pathways were involved in responses to diet; therefore, it is important to identify upstream regulators which coordinate these molecular changes in porcine ATs. For this purpose, the transcripts of genes identified as differentially-expressed by diet within each AT were submitted to a dedicated algorithm (http://keyregulatorfinder.genouest.org/) which matches the lists of DEP to a causality graph of reactions and regulations built from Transpath® database information, and ranks upstream candidates in accordance to their ability to regulate significant numbers of the DEP. The obtained candidates were listed in Additional file 5: Table S5 for PRAT and in Additional file 6: Table S6 for SCAT. 

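Table S5 gives an array fold change for PRAT for 35 candidates that have a kept probe. At the brightest probe, 30 of them had the listed direction and 21 were called, 17 as lower and 4 as higher in HF pigs. SREBF1, at -0.21, OGT, at 0.12, and MEF2A, at 0.017, were among those not called. PPP1R1A, at 0.11, and RARA, at -0.0031, which are not among the 35, were not called either. Of the 4 SREBF1 probes, 1 dimmer probe was called as lower, at -0.31 (BH p = 0.0134). Of the 6 OGT probes, 2 dimmer probes were called as higher, at 0.19 (BH p = 0.000535) and 0.18 (BH p = 0.000239). MLXIPL was lower by a log2 difference of -0.62 (standard error 0.13, BH p = 0.000271), with 22 of 24 HF pigs below the LF mean. RXRG was higher by 0.44 (standard error 0.11, BH p = 0.00257). FGFR4 was lower by -0.65 (standard error 0.12, BH p = 5.12e-05). PPARG was lower by -0.19 (standard error 0.068, BH p = 0.0332) and RXRA by -0.18 (standard error 0.051, BH p = 0.00772), and neither was called when arrays were centred on the 75th percentile, which gave -0.14 and -0.13. The 4 probes of PPARA did not follow each other, as the brightest was called as higher, at 0.53, and another as lower, at -0.21. NRF1, GATA4, MEF2D and IKZF1 had no kept probe.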

A biological post-prioritization in these candidates was manually made by adding GOBP terms. Only a summary of the most relevant candidates was given in Table 6, but more background information on the biological processes in which the candidates may play a role is provided in Additional file 5: TableS5 and Additional file 6: Table S6.

**Table 6:** Candidates for upstream regulatory roles in functional pathways altered by diets

Genes proposed as regulatory candidates^a^	Associated biological processes
*SREBF1, MLXIPL, PPARδ, PPARα, PPARγ, USF1, OGT, GALNT1, PPP1R1A, PPP1R3C, B4GALT5, FGFR4*	Glucose metabolic process
*SREBF1, MLXIPL, PPARδ, PPARα, PPARγ, RXRA, RXRG, SREBF2, GATA4*	Co-factor metabolic processes related to lipids and cholesterol
*RXRA, RXRG, RARA, OGT*	Response to organic substances
*MLXIPL, GLOD4, NRF1, PPARGC1A, ACOX2*	Phosphorus metabolic process
*PPARδ, OGT, NFE2L2, RARA, MEF2A, MEF2C, MEF2D, ASNS, ZNF268, EBAG9, DLC1, MASP1*	Regulation of apoptosis and cell death
*PPARδ, MLXIPL, MAFG, KLF13, CCDC85B, ZNF268, IKZF1, COPS2, NFYA*	Cell cycle process
*OGT, GALNT1, NFE2L2, UBL4A, ASNS, NR1H3, B4GALT5, RFN10, ZNF268, FEM1A, TOMM7*	Protein metabolic process
*SREBF1, UBL4A, TOMM7*	Protein transport
*PPARδ, NRF1, NFE2L2, PPARGC1A*	Response to stress
*PPARα, PPARγ, NFE2L1, IL25*	Defense response, inflammatory response
*PPARγ, MEF2A, CNIH, MASP1, FGFR4*	Innate immune response

^a^The lists of differentially-expressed genes in porcine perirenal (PRAT) or subcutaneous (SCAT) adipose tissues in response to diet were automatically confronted to the academic information on regulations and reactions in mammalian cell signaling. Genes that were able to regulate a significant number of the differentially-expressed genes were proposed as upstream regulatory candidates. The biological processes in which these genes could be involved were indicated as referenced in the gene ontology (GO) Entrez database. The complete lists of candidates are given in Additional file 5: Table S5 for PRAT and Additional file 6: Table S6 for SCAT

Dietary-related changes in expression levels of 16 genes were studied by qPCR in the 48 samples of PRAT and the 48 samples of SCAT to provide a functional validation among the graph driven-hypothesis upstream candidates. In the two ATs, the majority of the examined candidates were significantly affected by diet (Fig. 3).

**Fig. 3:**
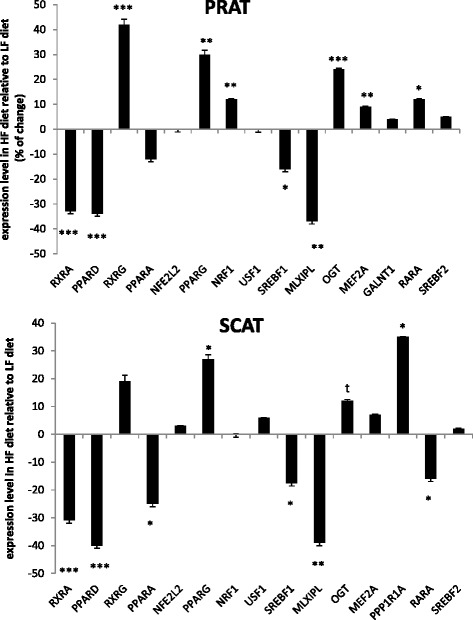
Expression levels of transcription factors examined by qPCR as affected by diet in adipose tissues. The %variation ratio in expression level of each target gene was shown for HF diet (high-fat high-fiber) relative to LF diet (low-fat high-starch) for perirenal (PRAT) and subcutaneous (SCAT) adipose tissues. When a gene was down-regulated by the HF diet, the value was preceded by a minus sign. ***p < 0.001; **p < 0.01, *p < 0.05, ^t^0.05 < *p* < 0.10

This included the under-expression by the HF diet of the MLX interacting protein-like *MLXIPL* (alias *ChREBP*) and the sterol-regulatory binding protein-1 (*SREBF1*), two transcriptional factors known to regulate glucose and lipid metabolism. The peroxisome proliferator activated receptor delta (*PPAR*)*δ* and the retinoic X receptor alpha *RXRA* forming heterodimers to bind promoters of target genes in energy metabolism and apoptotic process were also down-regulated by the HF diet in the two ATs; however, *PPARα* isotype was confirmed as under-expressed (*p* < 0.05) only in SCAT. *PPARγ*, the last isotype of the PPAR family having pleiotropic functions in lipid metabolism and adipocyte differentiation was conversely up-regulated by the HF diet in the two ATs. It is noteworthy that the direction of change in *PPARγ* mRNA levels between HF and LF diet by qPCR was inconsistent with the sign of variation predicted by the algorithm (Additional file 5: Table S5), so that *PPARγ* was regulated by diet in a way opposite to the two other PPAR isotypes. The O-linked N-acetylglucosamine transferase *OGT* regulating protein ubiquitination and cell death and the protein phosphatase 1 regulatory subunit 1A (*PPP1R1A*) known to regulate glycogen metabolism were also confirmed as being up-regulated by the HF diet. Surprisingly, the retinoic acid receptor alpha (*RARA*) involved in apoptotic process was regulated in an opposite manner between the two ATs. Specificities for PRAT were further enlightened for three upstream candidates that were over-expressed in HF pigs, without any significant variations in their expression levels compared with LF pigs in SCAT: *RXRG* involved in mediating the anti-proliferative effects of retinoic acid, the nuclear respiratory factor *NRF1* involved in cell response to stress, and the myocyte enhancer factor *MEF2A* involved in innate immune response. Finally, the relative expression levels of *USF1, SREBF2, NEF2L2* and *GALNT1* did not differ between diets in the two porcine ATs. Except for *GALNT1* in PRAT and *NFE2L2* in SCAT, this was in agreement with microarray data (Additional file 5: Table S5 and Additional file 6: Table S6) which indicated no significant variations in these gene transcripts when pigs were fed HF or LF diets. 

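At the brightest probe in PRAT, the log2 difference was -0.066 for USF1 (standard error 0.049, BH p = 0.312), -0.047 for SREBF2 (standard error 0.037, BH p = 0.34), -0.012 for NFE2L2 (standard error 0.045, BH p = 0.867) and -0.0013 for GALNT1 (standard error 0.056, BH p = 0.988). None of the 3 GALNT1 probes was called, and the highest gave 0.027. The sign of these 4 differences changed with the scaling of the arrays, and under none of the scalings was any of them called.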

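In PRAT, SIRT1, which encodes a NAD-dependent deacetylase, was measured at 1.10 ± 0.26 (SD, n = 24) in HF pigs and 0.77 ± 0.23 (SD, n = 24) in LF pigs. The log2 difference was 0.33 (standard error 0.069, BH p = 0.000334), a 1.25-fold increase, and 21 of 24 HF pigs lay above the LF mean. A second, dimmer SIRT1 probe gave 0.16 (BH p = 0.021). The difference was 0.41 in low RFI pigs and 0.24 in high RFI pigs, and the difference between lines was not significant (raw interaction p = 0.218).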

We observed that sirtuin 1 (*SIRT1*) was not proposed as an upstream regulatory candidate of the AT transcriptomes, although this gene currently attract much attention in the literature; a detailed examination of the list of DEG revealed its up-regulation by the HF diet notably in PRAT (x1.25 fold as compared with LF diet, BH-adjusted *p* < 0.03).

## Discussion

Irrespective of species, there are still a limited number of studies which have deciphered the effects of changing dietary energy source rather than dietary energy level on gene expression levels in AT [7, 24, 25]. A recent study on Iberian pigs revealed only minor influences of dietary energy source (sunflower oil and fiber opposed to carbohydrates) on dorsal subcutaneous fat transcriptome [26]. In the present study, feeding pigs a diet rich in lipids (rapeseed and soybean oils) and fibers (insoluble wheat-straw) during 58 days led to 1.4-fold reduction in adiposity as opposed to pigs fed a ration characterized by starch as the main energy source. Large numbers of genes in perirenal AT and, to a lesser extent in subcutaneous AT, exhibited dietary-related changes in expression levels. Complementary integrative statistical methods and functional bioinformatics tools were thus used on the transcript data sets to identify the most important metabolic pathways accounting for dietary-related variations adiposity across the two ATs.

### Depressed catabolic protein process and lower glucose use for anabolic pathways were primarily associated with reduced body adiposity by a high-fat high-fiber diet

Among the 436 unique genes which exhibited close-similar dietary-induced variations in their expression levels across the two ATs, protein catabolic process was suggested as the top- down-regulated pathway acting in adiposity variation by diet. Down-regulation of the ubiquitin-mediated proteolysis and proteasome pathway has been previously reported in the liver for a specific strain of mice fed a high-fat diet compared with a carbohydrate chow diet [27]. In the present study, it is possible that molecular changes related to protein catabolism have also resulted from the introduction of insoluble fiber in the pig diet, which may have compromised dietary protein digestibility and nitrogen retention [28]. The finding of lower plasma level of lysine, an indispensable amino-acid, in pigs fed the HF diet as compared with pigs fed the LF diet in our associated study [29] supports this hypothesis. Although the relationships between potential changes in the ubiquitin-proteasome system and AT development cannot be fully elucidated, roles in the regulation of proteins involved in cell division, cell death and signal transduction [30] could be inferred. Indeed, dietary-related modulations in groups of genes regulating apoptosis and cell cycle progression were observed across ATs in the present study. Altogether, finding reduced expression of genes coding for proteasome subunits in ATs of the leanest HF pigs is consistent with data in murine 3 T3-L1 adipocytes showing that proteasome inhibition led to impaired adipocyte differentiation and decreased lipid content [31].

Considering the differences in lipid and starch contents between HF and LF diets, the modulation of several gene transcripts related to glucose metabolism in the two ATs was expected. Different glucose anabolic pathways were suggested to be repressed by the HF diet, likely due to the down-regulation of hexokinase 2 (*HK2*) which catalyzes the first step in glucose metabolic pathways [32]. Even though AT contain only traces of glycogen, finding depressed transcriptional levels of different genes related to glycogen synthesis in HF pigs suggests that variations in glycogen metabolic enzymes may be produced by nutritional treatments in porcine AT as previously observed in the rat [33]. It is reasonable to speculate relationships between glycogen metabolism in AT and adiposity variation, considering recent findings showing that knocking-down glycogen synthase kinase 3 beta (*GSK3B*) inhibits preadipocyte differentiation [34]. The lower expression levels of the pyruvate kinase and different members of the pyruvate dehydrogenase complex, which were observed in the two ATs of HF pigs, suggest that the outflow from the glycolytic pathway to mitochondria might be also reduced in these pigs. 

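In PRAT, the pyruvate kinase gene PKM, listed as PKM2 on the array, was lower in HF pigs by a log2 difference of -0.39 (standard error 0.14, BH p = 0.0322), with 19 of 24 HF pigs below the LF mean and 2 of its 5 probes called. It was not called by the two-way ANOVA (raw p = 0.0109), when arrays were centred on the 75th percentile, which gave -0.33, or under quantile normalization, which gave -0.32. A set of 25 genes of glycolysis and pyruvate oxidation, fixed from general knowledge of the pathway, had 23 genes lower and a median of -0.35 (camera BH p = 5.56e-06 over 20 sets). The genes that were higher, named after their values were seen, were PDK4, called with 0.83 (BH p = 0.00553), and ENO3, which was not called. Both were higher under every scaling. The set was not split into genes that promote and genes that inhibit the pathway, so a member's direction does not give that of its activity.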

At the molecular level, these observations fit with the depressed basal activity of pyruvate dehydrogenase reported in AT of rats adapted to a high fat diet compared with rats fed a high glucose diet [35]. In contrast with human and rats, the porcine AT is considered the main lipogenic site [36], so that glucose utilization and *de novo* lipid synthesis are inextricably intertwined in pig ATs. Therefore, the down-regulations of genes participating to co-factor metabolic processes such as ATP-citrate lyase (*ACLY*) responsible of cytosolic acetyl-CoA production and malic enzyme (*ME1*), the rate-limiting enzyme in *de novo* lipogenesis in the pig [37], suggest that lipid synthesis from carbohydrates was reduced in ATs when feeding pigs the HF diet. Less obvious, the down-regulation of 3-hydroxy-3-methylglutaryl-CoA reductase (*HMGCR*) may reduce cholesterol synthesis in ATs of HF-fed pigs. In agreement, interactive effects between dietary fat and dietary fiber have been reported with regard to cholesterol-related traits in pig AT [38].

### No reciprocal stimulation of lipid metabolism occurred in ATs when lipids and insoluble fibers were included in the diet

Usually, inhibiting lipogenesis does not disrupt AT growth if extracellular lipids are available. In the present study, we did not find any specific enrichment in lipid-related pathways among genes regulated by diet. However, the low-density lipoprotein receptor (*LDLR*), which can directly internalize triglyceride-rich lipoprotein remnants as whole-particles into adipose cells [39], was down-regulated by the HF diet. 

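Sets of lipid genes that were fixed without reference to the study's lists were tested in PRAT against all other genes. All 17 genes of fatty acid synthesis were lower in HF pigs and 14 were called, with a median log2 difference of -0.58 (camera BH p = 6.33e-07). All 18 symbols in the set of cholesterol synthesis and uptake were lower and 15 were called, with a median of -0.29 (camera BH p = 4.53e-05), but MSMO1 is also among them under its older symbol SC4MOL. With that gene counted once, a choice made after seeing the data, all 17 genes were lower and 14 were called (camera BH p = 0.000105). Genes of fatty acid oxidation, with a median of -0.10 (camera BH p = 0.55), and genes of lipid uptake, storage and lipolysis, with a median of -0.17 (camera BH p = 0.123), did not pass, and the oxidation set changed sign with the spike-in centring chosen after seeing the data. Fry gave a BH p under 0.05 for all of these except oxidation. With camera's estimated correlation the values for fatty acid and cholesterol synthesis were both 0.278. From the lower ACLY and ME1, the paper proposes that synthesis of lipids from carbohydrates was reduced by the HF diet.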

Due to the wheat-straw-derived fiber consumption, part of the dietary lipids may have been sequestrated into the viscera and subsequently reduced quantities are readily to provide energy to sustain fat development in HF pigs. An increase in the weight of the digestive tract and increased hepatic lipid content in HF pigs compared with LF pigs support to this hypothesis [21]. Furthermore, the *LEP* gene encoding leptin, an adipokine secreted by ATs to regulate food intake and energy expenditure, was found down-regulated in ATs of HF pigs, an observation which was in agreement with the reduced circulating concentration of leptin reported in our associated study on the same pigs [29]. Finally, due to the down-regulation of its receptor (*ADIPOR2*) in ATs of HF-fed pigs, it is tempting to speculate that there is an alteration to adiponectin signaling, another adipocyte-related protein that may facilitate adipose expansion in situation of extra-nutrients supply [40]. Direct measurements of circulating adiponectin concentrations and of *ADIPOR1/2R* in skeletal muscle and liver are however needed to unravel the significance of this change with regard to the control of carcass fat and insulin signaling.

### Upstream transcriptional factors were suggested to act on metabolic flexibility in ATs in response to contrasted dietary nutrients

As each gene can participate in more than one biological pathway and because many biological processes are highly inter-connected, it is of interest to decipher the main upstream regulators in the molecular pathways participating in the observed limitation of fat expansion by the HF diet. The influence graph-driven qPCR validation provides evidence for the carbohydrate responsive element binding protein ChREBP also known as MLX-interacting protein-like (*MLXIPL*), as a pivotal transcriptional mediator down-regulated by the HF diet in porcine ATs. This was expected considering that this gene is conversely activated in response to high glucose (like in LF diet) to up-regulate several genes involved in the metabolic conversion of glucose to fat in the rodent liver [38]. Moreover, glucose-related stimulation of lipogenic gene expressions through ChREBP has been recently demonstrated in porcine primary adipocytes [41]. Another classically-recognized gene regulator controlling the expression of nearly all genes integral to glucose use for anabolic purpose [42, 43] is the sterol-regulatory element binding protein-1 (*SREBF1*), which was lesser expressed in ATs when pig were fed the HF diet. Down-expression in *SREBF1* expression by an increased dietary fat intake irrespective of the type of fibers included in diet was similarly revealed in porcine subcutaneous AT [7]. This gene is responsive to increased insulin levels associated with consumption of high carbohydrate diets, so that its reduced expression in ATs was in agreement with the reduced insulinemia in the HF pigs reported in our associated study [29]. Conversely, finding an over-expression of O-GlcNAc transferase (*OGT*) in the two ATs of HF pigs is worthy of interest. Indeed, this gene encodes the enzyme responsible for adding O-linked-β-*N*-acetyl-glucosamine to proteins, thus affecting ubiquitination and subsequent protein degradation. Increased *OGT* mRNA expression has been reported in response to glucose starvation in mammals [44], a nutritional situation that is partly comparable to feeding a HF diet. Finally, differential regulation of PPARs binding fatty acids and their derivatives were suggested in the present study. PPARs are nuclear hormone receptors expressed in three isoforms (α, γ, δ) and each PPAR forms a heterodimer with RXR. While *PPARα* is highly expressed in tissues with a high rate of fatty acid oxidation, *PPARγ* is considered as an adipocyte predominant transcription factor and *PPARδ* is ubiquitously expressed. In the two pig ATs, the variations observed in HF vs. LF diet were opposite to those reported in mice AT where the consumption of fibers induced rather than decreased *PPARδ* expression [24] and decreased rather than increased *PPARγ*-activated processes [45, 46]. In support to the present results, short-chain fatty acids such as butyrate however enhance *PPARγ* expression in the stroma vascular fraction isolated from porcine AT [47]. Similarly to our results, pigs fed a diet enriched in oil and fibers also exhibited up-regulation in *RXRG*, a molecule narrowly related to *PPARγ* expression, when compared with pigs fed carbohydrate-based diet [26]. Because of their pleiotropic functions in the regulation of glucose and lipid metabolism, oxidative stress and inflammation, the reasons why *PPARδ* and *PPARγ* may be oppositely regulated by the diet in porcine AT deserve further studies.

### Adiposity-unrelated modulation in inflammation and innate immune responses by a high-fat high-fiber diet was underlined in the perirenal fat

The composition of fatty acids (unsaturated or saturated) in ATs of pigs generally reflects the dietary fatty acid pattern when fed a high-fat diet and *de novo* lipogenic intensity when fed a low-fat high-starch diet [21, 26]. The nature of fatty acids together with other food compounds may contribute to immune activation and chronic inflammation, irrespective of adiposity variations. In the present study, a module of interconnected dietary-regulated genes that were poorly related to adiposity mass variation but with clear links to defense mechanisms, including immunity and inflammation, was strengthened in PRAT. Among these genes, *CYBA/CYBB* genes coding for chains of the oxidase system, a significant contributor to the pathogenic effects of high-fat diets [48], were up-regulated by the HF diet. Conversely, many up-regulated transcripts in PRAT of HF pigs encoded proteins with anti-inflammatory properties, such as interleukin-10 (*IL10*) and its receptor *IL10RA*. This observation is in agreement with another study in human AT showing of *IL10* activation after ingestion of purified dietary fibers [49]. The mRNA levels of *C1QA/B/C* genes were also higher in HF pigs. Because the complement C1q is generally protective [50], this may be an argument to support a positive modification in the outcome of inflammation by the HF diet. Similarly, *VAV1*, a key negative regulator of macrophage-derived pro-inflammatory cytokine production [51], was up-regulated in PRAT of HF pigs, suggesting that this benefit may have concerned infiltrated macrophages rather than adipocytes. Altogether, these observations suggest that dietary fat and fiber had antagonistic actions on inflammatory and anti-inflammatory pathways in PRAT. In support, fiber-rich food consumption attenuated the inflammation induced by the intake of a high-fat diet in the liver [52]. In AT, the downregulation of genes related to inflammation and immune response has been reported in response to the intake of a diet rich in fat and viscous non-fermentable soluble dietary fiber [25]. The modulations in inflammation and immune pathways were the most striking example of contrasting transcriptional adaptation to diets between PRAT and SCAT, as the above-mentioned genes were unchanged in SCAT. In agreement with this finding, porcine visceral AT has previously been shown to be enriched in miRNAs associated with immune and inflammation responses when compared with subcutaneous AT [20]. Of interest in this study, the nuclear respiratory factor 1 (*NRF1*) was up-regulated by the HF diet in PRAT only. While this target is involved in a wide range of processes including proliferation, oxidative stress, apoptosis and innate immune response, long-term *NRF1* overexpression in 3 T3-L1 adipose cells stimulated cytokine expression such as clusters of differentiation attracting macrophages [53]. The graph-driven identification of upstream regulatory candidates did not propose *SIRT1*, a master transcriptional regulator of both metabolism and inflammation in response to states of energetic excess and high-fat feeding [54]. Because *SIRT1* was found up-regulated in PRAT by HF diet, its role in the protection against pro-inflammatory molecular responses might have been confounded by processes related to PPARs [55]. Moreover, not all changes take place at a transcriptional level, so that functional studies are needed to clarify the role of SIRT1 protein in porcine AT. Altogether, the side effects of the HF diet on the modulation of the inflammasome in PRAT may be important to consider in conditions where chronic inflammation plays an important mitigating role and is contrary to optimal health and growth performance.

## Conclusion

This study presents novel findings on the molecular modulations related to dietary energy source and nutrients in two adipose tissues of growing pigs. Particularities in the dietary responses for immunity and inflammation features are again enlightened at the perivisceral location.

## Methods

### Ethic statement

The care and use of pigs were performed following the guidelines edited by the French Ministries of High Education and Research, and of Agriculture and Fisheries (http://ethique.ipbs.fr/sdv/charteexpeanimale.pdf). The protocol was approved by the local Ethics Committee in Animal Experiment of Rennes, France (Comité Rennais d’Ethique en matière d’Expérimentation Animale, CREEA, http://ethique.ipbs.fr/creeapresent.html; agreement N°R-2012-07). All pigs were reared and killed in compliance with national regulations and according to procedures approved by the French Veterinary Services at INRA Pegase experimental facilities.

### Animals and diets

Data from a total of 48 pigs (pure Large White breed) were considered in the present study. These pigs originated from two lines divergently selected over eight generations for residual feed intake (RFI) as a measure of feed efficiency [56]. The RFI index was typically calculated as the difference between actual and predicted feed intakes, so that low RFI value signified better efficiency in the conversion of food to weight gain. In this experiment, barrows originated from the selection herd (INRA GeneSI, Le Magneraud, France) were transferred after weaning (pig age: 28 days) at INRA Pegase (St-Gilles, France). From 74 d ± 0.3 d of age onwards, pigs were randomized by line in two dietary groups (*n = 12* per diet and per line): a high-fat high-fiber diet (HF) or a low-fat high-starch diet (LF). All pigs had free access to its experimental regimen during 58.5 ± 0.5 days. The diets were formulated in two formulas distributed during the growing and finishing periods, respectively, and for which nutritional composition (protein content and energy values) followed recommendations for an optimal growth during these two periods. Importantly, the HF and LF diets included similar crude protein contents (17 % and 13 % for growing and finishing formulas, respectively) and digestible essential amino acids (lysine, methionine and threonine). Starch derived from cereal grains (wheat and barley) in the LF diet was partially replaced by rapeseed and soybean oils in the HF diet and crushed wheat straw (insoluble fiber) was included as a diluent of dietary energy in this diet, so that LF and HF diets can be formulated at an isocaloric basis (12.9 MJ/kg metabolizable energy). This strategy resulted in large variations between HF and LF diets in their nutritional composition (as fed basis): respectively, 33.5 % vs. 45.5 % of starch, 7.2 % vs. 2.2 % of fat, 18 % vs. 12.1 % of neutral-detergent fiber and 8.2 % vs. 3.6 % of acid-detergent fiber. Full composition of diets has been detailed elsewhere [21].

At 132.5 d ± 0.5 d of age, pigs were euthanized by electric stunning and exsanguinated. Samples were immediately collected at the dorsal subcutaneous adipose tissue (SCAT) location (last rib level) by an incision made along the dorsal right side of the body. After opening the abdominal cavity by a ventral incision, the perirenal adipose tissue (PRAT) was totally collected and weighed. It was immediately cut in small pieces, which were frozen in liquid nitrogen and stored at −70 °C until analysis. The day after, the dorsal SCAT was entirely removed from the left side of the carcass and weighed. Weights of PRAT and SCAT were expressed as relative to pig live weight (%PRAT and %SCAT, respectively).

### RNA isolation and reverse transcription

Total RNA was extracted from ATs (80 to 100 mg each) by homogenization in Trizol reagent (Invitrogen, California, USA) and then, purified using a silica-membrane technology under vacuum (Nucleospin® 8 RNA kit, Macherey-Nagel, France). The method included a DNase digestion step to remove contaminating DNA. The total RNA was eluted in 50 μl of RNase-free water and stored at −70 °C. The quantification of RNA was performed by using a NanoDrop® ND-1000 spectrophotometer (Thermo Scientific, Illkirch, France). Ratios of A260/280 and A260/230 were greater than 1.7 in all samples, denoting good purity. The RNA quality was verified using the Agilent RNA 6000 Nano kit and an Agilent 2100 Bioanalyzer (Agilent Technologies France, Massy, France). Average RNA integrity number was 8.3 ± 0.5.

### RNA labelling and microarray hybridization

The custom porcine microarray (8 × 60 K, GPL16524, Agilent Technologies France, Massy, France) used contain 60,306 porcine probes derived from the Agilent commercial 44 K microarray (V2:026440, GPL16571) and enriched with immune system, muscle and adipose tissue genes. About 57,387 probes are annotated. It is important to consider that annotations are being constantly improved and that annotations of all cited genes were carefully checked.

Each sample was labeled with Cy3 dye using the Low Input Quick Amp Labeling kit (Agilent Technologies) following the manufacturer’s instructions. Briefly, a two-step procedure generates fluorescent complementary RNA (cRNA) by using T7 RNA polymerase, which simultaneously amplified target and incorporated cyanine-labeled CTP. Samples were then purified with an RNeasy Mini kit (Qiagen, Hilden, Germany). Microarray hybridizations were carried out in Agilent’s hybridization chambers containing 600 ng of Cy3-labeled cRNA sample per hybridization. Hybridization reactions were performed at 65 °C for 17 h using Agilent’s Gene Expression Hybridization Kit. After washing, microarrays were scanned at 3 μm/pixel resolution using the Agilent DNA Microarray Scanner, and images were analyzed with Agilent Feature Extraction Software (Version 10.7.3.1, protocol GE1_107_Sep09).

Microarray analyses were performed using the R software version 2.10.0 [57]. Raw spots intensities were first submitted to quality filtration based on 4 criteria: intensity, uniformity, saturation and outliers detection. Intensities of filtered spots were transformed into log2(Cy3), and data were normalized by median centering, i.e. subtracting the median value across all probes from all raw values for each sample in order to obtain experimentally consolidated gene expression values. Microarray selected data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO subseries accession number GSE70836 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70836) for SCAT and GSE70837 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70837) for PRAT.

### Statistical analyses

In each AT, the data were first analyzed by a two-way analysis of variance (ANOVA) with diet (HF *vs.* LF), line (low *vs.* high RFI) and the interaction between diet and line as the main effects. A raw *p*-value < 0.01 and fold-change between conditions > |1.1| were considered as cut-offs [58] in a heuristic way to retain differentially-expressed probes (DEP). Data were also submitted to the Benjamini-Hochberg (BH) multiplicity correction of the *p*-values for a control of the FDR at level 0.08 [59], proving stringent control of statistical errors. Within each AT, the lists of DEP, one for diet and one for line, were thus edited. Venn diagrams representing the number of DEP in the two ATs as affected by diet or by line were produced.

Second, to derive a common framework that might be more convenient to highlight communalities across the two ATs, the Multiple Factor Analysis (MFA) was used as a data integration statistical method [12] under the FactoMiner package in R software. Briefly, two principal component analyses (PCA) were first performed from the DEP dataset obtained in each adipose tissue (one for PRAT, one for SCAT). Each variable identified by the probe name was weighed by the first eigenvalue in PCA. Then, the analysis consisted in realizing a meta-PCA by using these weighed variables as new entries, so that each tissue influence was equally represented. The first two MFA components (Dim1; Dim2) were linked to the three first axes of the two separate PCA (Dim_i_PRAT and Dim_i_SCAT with *i* = 1 to 3) by calculating the correlations between MFA and PCA components. This allows building a MFA diagnostic plot to study the relationship between the observations, the variables and the tables, and which facilitates the description of communalities. Adiposity phenotypic traits (%_SCAT and %_PRAT, respectively) were superimposed on the plot to relate variations in transcriptomic profiles to changes in body fat. Calculating the correlations between each DEP and MFA dimensions (Dim_1; Dim_2) allows deciphering the DEP that were mainly responsible for communalities in molecular responses between the two ATs; the threshold r > |0.70| (*p* < 0.001) was retained to list these main contributors.

Third, global gene co-expression networks were constructed from the dataset joining the DEP of the two ATs, with the main goal to find modules of genes with similar transcriptional profiles [23]. The WGCNA package in R software, which has been described as one of the methods that performed the best for describing the correlation patterns among genes, was used. As recommended [60], a power (s, β = 6) was retained to strengthen the separation between low and high correlation in gene expression levels within the modules. Clustering methods were implemented on the adjacency matrix (encoding the connection strength between pairs of nodes) to extract network modules of co-expressed genes. A single virtual gene expression termed the eigengene can be calculated to summarize the gene expression profile within the cluster. An equivalent definition can be given where the module eigengene is defined as the first principal component in PCA [23]. To have a measure of how closely related a particular actual gene is to the eigengenes, a correlation coefficient was calculated between each individual gene in the module and the eigengene. In the present experiment, only DEP highly correlated (r > |0.70|; *p* < 0.001) to the eigengene in each module were further considered to deduce its biological meaning. Intra-modular connectivity was used as an additional network concept; the higher is the connectivity value, the stronger is the evidence that the gene is a central node of the module. Finally, eigengenes of the different clusters were used to explore the associations between each module and MFA dimensions, and between each module and adiposity phenotypic traits (%PRAT, %SCAT).

### Functional pathways analysis

The most important DEP (r > |0.70|) participating in the comprised MFA dimensions or in the WGCNA modules were considered for functional analyses. The correspondence between DEP and its official gene symbol was first made, when applicable. The gene ontology (GO) terms for biological processes were then automatically searched, using the Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics resource database (http://david.abcc.ncifcrf.gov/). The GOBP terms_FAT were selected to filter the broadest terms without overshadowing the more specific ones. The results were downloaded using the “Functional annotation clustering” option of the DAVID tool. The enrichment score (measured by the geometric mean of the EASE score of all enriched annotations terms) and the modified Fisher exact *p*-value, were obtained. As recommended [61], an enrichment score E ≥ 1.3 and *p* < 0.05 were first considered to list the significantly top-enriched clusters of genes. However, groups with a lower E score were also indicated as individual genes could be also potentially interesting.

### Upstream regulatory candidates

A web tool (KeyRegulatorFinder.genouest.org/) that has been recently developed [62], was used to propose upstream transcriptional regulators that may have participated to the molecular flexibility in response to diet within each AT. This methodology aimed to provide a reasonable number of upstream regulatory candidates for the transcriptomic changes, by an automatic confrontation of the DEP dataset with the academic information on regulations and reactions in mammalian signal transduction included in Transpath® database. A causality graph was built across the different molecules, so that genes and(or) gene complexes being able to regulate a significant number of DEP from the input list could be considered as candidates for an upstream regulatory role. The algorithm can also predict whether the upstream candidates were activated or inhibited by the conditions under study. In the present experiment, the DEP to be included in the input list were first identified by their Official Gene Symbol and the sign of variation in their expression levels between the two diets (arbitrary set to “+” when up-regulated in HF vs. LF diets, and to “-” when up-regulated in LF vs. HF diet). The proposed candidates were ranked according to a score of specificity [62], and a biological post-prioritization among the first 50 top candidates was further made by manually adding their functional GO terms.

### Quantitative real-time PCR (qPCR)

Finally, a graph-driven hypothesis qPCR validation was performed on a subset of the upstream regulatory candidates in PRAT and in SCAT of the 48 pigs. For qPCR, first-strand cDNA synthesis was performed with 1 μg of total RNA previously used in microarray analysis, using High Capacity RNA to cDNA Kit (Applied Biosystems, Foster City, USA). Primers were designed from porcine sequences available in Ensembl or NCBI databases using Primer Express® v3.0 software (Applied Biosystems). Detailed information for each primer pair including gene name, gene symbol, primer sequences (forward and reverse) and amplicon size are provided in Additional file 7: Table S7. A StepOnePlus™ real-time PCR system (Applied Biosystems) was used for qPCR. Amplification reactions and disassociation curves were realized as described previously [63]. The TOP2B gene was the most stable reference gene stated by GenNorm algorithm among 3 other tested reference genes, and was used for normalization. For each sample, the normalized expression level was calculated using the formula E_target_^-ΔCq^^(sample - calibrator)^ / E_TOP2B_^-ΔCq^^(sample - calibrator)^ where E is the efficiency calculated from the slope of calibration curve, Cq is the quantification cycle and the calibrator is a pool of all samples. Then, ANOVA was used to determine significant effects of diet, line and the interaction between diet and line, using the R software. Both fold-change in gene expression levels and *p*-value were represented.

### Availability of supporting data

The molecular datasets supporting the conclusions of this article are available in Gene Expression Omnibus repository (GEO, http://www.ncbi.nlm.nih.gov/geo/) through the accession number GSE70836 for subcutaneous adipose tissue (SCAT) and GSE70837 for perirenal adipose tissue (PRAT). Microarray data are MIAME compliant. Other datasets are included within the article and its additional files.

## Additional files

Additional file 1: Table S1. List of differentially expressed probes commonly regulated by diets across perirenal and subcutaneous adipose tissues. (XLSX 207 kb) Additional file 2: Table S2. Summary of the biological processes shared by genes being commonly regulated by diet across adipose tissue. (DOCX 23 kb) Additional file 3: Table S3. List of co-expressed probes within a small module mainly attributed to perirenal adipose tissue related responses to diet. (XLSX 40 kb) Additional file 4: Table S4. Detail list of genes associated with different biological process within a small interconnected module in perirenal adipose tissue of pigs fed a high-fat high-fiber diet. (XLSX 11 kb) Additional file 5: Table S5. Complete list of key upstream regulators proposed in response to diets in perirenal adipose tissue and associated biological processes. (XLSX 18 kb) Additional file 6: Table S6. Complete list of key upstream regulators proposed in response to diets in subcutaneous adipose tissue and associated biological processes. (XLSX 18 kb) Additional file 7: Table S7. Primers used for qPCR analysis. (DOCX 17 kb)

## Abbreviations

AT: adipose tissue
DAVID: database for annotation, visualization and integrated discovery
DEP: differentially expressed probe
DEG: differentially-expressed gene
Dim: dimension
GO: gene ontology
HF: high fat high fiber diet
LF: low fat low fiber diet
MFA: multiple factor analysis
PCA: principal component analysis
qPCR: real-time quantitative polymerase chain reaction
PPAR: peroxisome proliferator activated receptor
PRAT: perirenal adipose tissue
RFI: residual feed intake
RXR: retinoid x receptor
SCAT: subcutaneous adipose tissue
WGCNA: weighed gene co-expressed network analysis

# Supplementary material for: Molecular alterations induced by a high-fat high-fiber diet in porcine adipose tissues: variations according to the anatomical fat location
**Source:** BMC Genomics. 2016 Feb 18;17:120. doi: 10.1186/s12864-016-2438-3
**Supplement:** Additional file 2: Table S2. — Summary of the biological processes shared by genes being commonly regulated by diet across adipose tissue.

**Additional file S2:** Table S2 Summary of the biological processes shared by genes being commonly regulated by diet across adipose tissue *^a^*

| Over-expressed in HF diet | Under-expressed in HF diet |
| --- | --- |
| **Modification-dependent protein catabolic process** | |
| USP32, CBLB, FBXL5 | UBE2NL, UBE2V2,UBE2J2, UBE2L3, UBE2D2, UBE2W, UBE2G1, UBE3A, UBE2N, UFM1, UFD1L, PSMA1, PSMD12, PSMD1, PSMD7, PSMD8, PSMA5, PSME3, SUMO1P3, SENP5, VCP, CUL4A, RAD23B, FZR1, DERL1, FEM1A, OS9, ZNRF2, MARCH5, KCMF1, TCEB1 |
| **Protein transport** | |
| AP1G2, KLHL2, TLK1, RPGR, ZDHHC17, CBLB, SEC23B, MGEA5 | GSK3B, ATP5D, SNAP29, DERL1, CHMP4B, TIMM17A, TIMM8A, TIMM23B, VPS37A, ARF6, CTSA, CHCHD4, SFT2D1, NUP50, SEC22B, PEX13, SAR1B, STX11, SAR1A, ACTN4, SNAPIN, OPTN, TIMM23, YWHAG, VCP, ARCN1, KPNA3, KPNA2, KPNA1 |
| **Co-enzyme metabolic process** | |
| GSTK1 | ACLY, ME1, DLAT, HMGCR, GLO1, NADK, NAMPT, PANK3, GCLM, MOCS1 |
| **Cell response to stress** | |
| MMS19, HMGB2, DUSP10, TLK1, CCM2, IFI16, FOXN3, JMY, ASTE1, REV3L | UBE2NL, UBE2V2, GSK3B, PPP1R15B, RAD23B, DERL1, SUMO1P3, PTPLAD1, UVRAG, , OS9, REV1, CRYAB, ATF4, CDKN1A, CRKL, VCP, CUL4A, CTSD |
| **Phosphorus metabolic process** | |
| IGF1R, AKAP9, VRK2, VRK3, TLK1, FYN, HGF, TYK2, DYRK1A, NEK7 | HK2, GSK3B, UGP2, ATP5D, PDK1, ATP6V1F, ND1, NADK, PTPLAD1, PI4KAP2, ADRBK2, PXK, UHMK1, UQCR10, CSNK2A1, IRAK2, TWF1, PI4KA, CDK8, MAPK6, LCK |
| **Glucose metabolic process** | |
|  | HK2, GSK3B, GYS2,UGP2, PDK1, PDHA1, PDHA2, DLAT, LEP, MAN2A2, CRYAB, GALM, ATF4 |
| **Protein import** | |
| CBLB | TIMM17A, TIMM23B, TIMM23, PEX13, KPNA1, KPNA2, KPNA3, TIMM8A |
| **Response to hormone stimulus** | |
| IGF1R, HMGB2, MMS19, PRKAR2B, MGEA5, ABCC5 | LDLR, ME1, LEP, ADIPOR2, CRYAB, CDKN1A, RHOQ, BAIAP2, NR0B1, SLC25A36 |
| **Regulation of cell death** | |
| IGF1R, DLC1, SPPL3, IFI16, HGF, JMY, IFT57 | PSME3, PSMG2, VCP, CUL4A, GSK3B, CDKN1A, GLO1, CRYAB, EEF1E1, LCK, CSTB, PRNP TRAF2, TRAF3, TRAF5, DEDD, RRAGA, SOX9, GCLM, PGP, BLOC1S2, PPP2CA, TEX261, API5, ACTN4, CYCS |
| **Mitotic cell cycle** | |
| HGF, RCC1, FOXN3 | PSME3, PSMD7, PSMD8, PSMA1, PSMD12, PSMA5, PSMD1, CUL4A,CDKN1A, FZR1, NOLC1, RRS1, PAFAH1B1, KPNA2, TXNL4A |

^a^A functional analysis was performed to understand the biological meaning behind 436 unique differentially-expressed genes identified as the most important in communalities across adipose tissues in the response to diet. The automatic functional annotation tool DAVID was used to identify biological gene ontology (GO) terms and clustering redundant annotation terms in enriched biological pathways. Genes identified by their official symbol included in the different functional clusters were listed in each pathway.

# Supplementary material for: Molecular alterations induced by a high-fat high-fiber diet in porcine adipose tissues: variations according to the anatomical fat location
**Source:** BMC Genomics. 2016 Feb 18;17:120. doi: 10.1186/s12864-016-2438-3
**Supplement:** Additional file 7: Table S7. — Primers used for qPCR analysis.

**Table S7** Primers used for qPCR analysis

| Gene symbol | Description | Accession number^1^ | Forward Primer sequence (5’-3’) | Reverse Primer sequence (5’-3’) |
| --- | --- | --- | --- | --- |
| GALNT1 | Polypeptide N-acetylgalactosaminyltransferase 1 | ENSSSCT00000004144 | TGCTCAAATGCCACCACCTA | GGCTTTGTCCAGGCACTGAT |
| MEF2A | Myocyte enhancer factor 2A | ENSSSCT00000028081 | GGAGTTGAATACCCAGAGGATAAGC | AGGCGGTTGGCATTGCT |
| MLXIPL | MLX interacting protein-like | ENSSSCT00000008453 | CGAGGTGGTGATGCGAGAAT | TTGCGGAGCCGCTTCTT |
| NFE2L2 | Nuclear factor (erythroid-derived 2)-like 2 | ENSSSCT00000017408 | GCACAACACATCCCGTCAGA | GAATGTGGGCTACCTGGGAAT |
| NRF1 | Nuclear respiratory factor-1 | XM_005657993.1 | CGGCCTCATGTGTTTGAGTCT | TGGCTCGAAGTTTCCTAAGCA |
| OGT | O-linked N-acetylglucosamine (GlcNAc) transferase | ENSSSCT00000032783 | GTGGGCAAATATTCTGAAGCGT | CTCCTACTGCTGGAAAACGCA |
| PPARα | Peroxisome proliferator-activated receptor alpha | ENSSSCT00000000007 | AAGGTTGCAAGGGCTTCTTTC | CTTACAGCTCCGATCACATTTGTC |
| PPARδ | Peroxisome proliferator-activated receptor delta | ENSSSCT00000001714 | CGCATGAAGCTGGAGTACGA | AGCGAATGGCGTTGTGAGA |
| PPARγ | Peroxisome proliferator activated receptor gamma | ENSSSCT00000012672 | ATTCCCGAGAGCTGATCCAA | TGGAACCCCGAGGCTTTAT |
| PPP1R1A | Predicted: Sus scrofa protein phosphatase 1, regulatory (inhibitor) subunit 1A | XM_005674301.1 | CCACGGCAACAGAAGAAGGT | CCATCATCTGGAGCTCTTTCATT |
| RARA | Retinoic acid receptor alpha | ENSSSCT00000019026 | CAAGACAAATCCTCAGGCTACC | CACCATGTTCTTCTGGATGC |
| RXRA | Retinoid X receptor alpha | DQ279926.1 | GGAGCTGGTGTCCAAGATGAG | CCTTGGAGTCCGGGTTGAA |
| RXRG | Retinoid X receptor gamma | ENSSSCT00000006936 | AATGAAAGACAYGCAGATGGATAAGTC^1^ | TTGGCATCTGGGTTAAATAGCA |
| SREBF2 | Sterol regulatory element binding transcription factor 2 | ENSSSCT00000023268 | GGAGGAGGAGAGCTGTGAATTC | CCCCACAGAGTCCACAAAAGA |
| SREBF1 | Sterol regulatory element binding transcription factor 1 | NM_214157.1 | CGGACGGCTCACAATGC | GCAAGACGGCGGATTTATTC |
| TOP2B | Topoisomerase II beta | ENSSSCT00000012279 | AACTGGATGATGCTAATGATGCT | TGGAAAAACTCCGTATCTGTCTC |
| USF1 | Upstream transcription factor 1 | ENSSSCT00000006981 | TTATTCCCCGAAGTCAGAAGCT | GCGGCGTTCCACTTCATTAT |

^1^ Y=Wobble with mixed bases C or T

How the deposited data were processed for this re-analysis (not part of the article)

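Perirenal adipose tissue of 48 pigs, 12 for each combination of diet and line, was measured on one-colour porcine arrays with 60306 probes. Spot intensity values were made by the scanner software of the authors after Cy3 labelling, with its background subtraction, and were deposited without normalization between arrays, together with flags of 0 or 1 for spots above background, saturated or not uniform. The log2 values were made by the authors, who filtered spots on intensity, uniformity, saturation and outliers, took log2 of the Cy3 signal and centred each array on its median, as deposited for 38142 probes. These values were checked against the scanner files and equal log2 of the median signal of a spot without background subtraction, within a tolerance of 1e-06. Names were taken from the matched spot. The genome build is not used here.

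Between 35787 and 38118 kept probes were well above background per array, the median signal lay between 382 and 638, and no kept spot was saturated. The number of arrays limits the precision. Genes were assigned from Tables S1 and S3 (866 probes), the files' gene names (17538), accessions through the reference tables (2738) and synonyms (10). PKM is named PKM2 in the files, DGAT1 DGAT, ECI1 DCI, GNLY NKL and TOMM7 AD014. A gene was represented by its probe with the highest mean over all arrays.

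Diet, line and their interaction were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, sum-to-zero coding), with calls at raw p under 0.01, fold over 1.1 and BH p under 0.08. The two-way ANOVA of the paper's methods was run beside it. Simulated data with the same design had independent noise for each probe and log2 changes of 0.5 in either direction. On them limma called 93% of 200 changed probes and 14 unchanged ones. In a simulation without interaction it gave 360 probes at a raw p under 0.01. The median absolute log2 difference of the real diet calls was 0.24, and real probes vary together, so these rates do not carry over to the real arrays. Gene sets of at least 5 genes were tested with camera (correlation 0.01), BH over 20 sets with a threshold of 0.05, and with fry. The sets were proteasome, UBE2 enzymes, glycolysis and pyruvate oxidation, glycogen, fatty acid synthesis, fatty acid oxidation, cholesterol, lipid uptake and storage, unfolded protein and stress response, feeding and clock genes, and markers of adipocytes, macrophages, T and NK cells, B and plasma cells, endothelium, fibroblasts, erythrocytes, muscle, adrenal, kidney, brown fat and mesothelium. Differences in components and scores were tested with 100000 permutations, two-sided, and counts of calls with 100 regroupings of the pigs. Connectivity used the power 6. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the plots.

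Genes were named by a rule, which took every gene that the text, Table 5 and Table 6 name and, for diet and for line, the 5 genes with the largest rise and the 5 with the largest fall among called probes. The alternatives were other scalings and filters (scanner values centred on the median or the 75th percentile, normexp with an offset of 50 and quantile normalization, no background subtraction, quantiles of the deposited values, only probes well above background, no filter), other models (two-way ANOVA, blocks for slide, scan day or replicate number, no interaction, array weights), other thresholds (BH under 0.05, fold over 1.5), either line alone, the mean of a gene's probes, and, for components, all probes, unscaled probes, 1 probe per gene and leaving out Table S4 genes. Spike-in centring, the ANOVA without a BH threshold and the sets without PSMC3IP, UBE2CBP and the second symbol of MSMO1 were added after seeing the data. Subcutaneous adipose tissue, the multiple factor analysis and network over both tissues, tissue weights and qPCR were not analysed here, and the results of some single genes are not reported here.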

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

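The tests chosen after the result was seen were those on the other probes of a gene, on adrenal RNA behind SULT2A1, on single-probe line differences, on slides and on labelled RNA for the spike-in controls.

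Among the 10 genes with the largest diet changes, 9 are not discussed in the paper's running text. Higher in HF pigs were PCK1, with a log2 difference of 1.72 (BH p = 0.000247, 21 of 24 HF pigs above the LF mean), CLDN4 with 1.39 (BH p = 0.00836, 17 of 24), RBP5 with 1.07 (BH p = 0.00617, 21 of 24), ADAM28 with 0.96 (BH p = 0.00919, 18 of 24) and CD209 with 0.87 (BH p = 0.0278, 14 of 24). Lower were PTGDS with -2.70 (BH p = 7.07e-08, 23 of 24 HF pigs below the LF mean), SULT2A1 with -1.79 (BH p = 1.17e-07, 24 of 24) and LCN2 with -1.70 (BH p = 1.62e-06, 23 of 24). IRAK2 is among the 10 by a dimmer probe with -2.22, while its brightest probe gave -0.21 (BH p = 0.00146, 21 of 24). CD209 is listed in Table S3, and PTGDS, SULT2A1, LCN2 and IRAK2 in Table S1. Of the 7 genes with several probes, 7 had all probes in 1 direction. Single probes that do not follow their gene are argued against for PCK1, CLDN4, RBP5, CD209, PTGDS and LCN2, since the least changed probe showed at least 0.507 of the largest change of its gene, the lowest share being that of CLDN4. For IRAK2 the share was 0.0930, so a probe that does not follow its gene and a change of 1 transcript form cannot be told apart, as no probe sequences were mapped here. ADAM28 and SULT2A1 have 1 probe each. The direction was that of the pooled difference on all 6 slides for 8 of the 9 genes, and under all 17 settings for each of them. PCK1, PTGDS, SULT2A1 and LCN2 were called under all 17, CLDN4, RBP5 and ADAM28 under 16, and CD209 and IRAK2 under 15. Adrenal RNA in some LF samples is argued against for SULT2A1, since adrenal markers did not change (fry p = 0.366, median -0.0072). An effect of diet on these genes stays open as a hypothesis, as do changes in cell composition, which were not tested for each gene.

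Between lines, 6 genes among the 10 with the largest changes are given here that were called at their brightest probe and are not discussed in the paper, which sets line effects aside. Higher in low RFI pigs were MT1A with a log2 difference of 1.67 (BH p = 0.0448), CES1 with 1.53 (BH p = 0.0659) and CES3 with 1.54 (BH p = 0.0688). Lower were OAZ3 with -1.37 (BH p = 0.000505), CYP2B22 with -1.08 (BH p = 0.0252) and SLA-5 with -0.35 (BH p = 0.0226). CES1 and CES3 are paralogs with nearly the same values in both lines, so cross-hybridization between them stays open, and both lost their call with the two-way ANOVA, without the probe filter and with the spike-in centring. The spread was wide in high RFI pigs, with 4.30 ± 2.39 (SD, n = 24) for CES1 against 5.84 ± 0.88 (SD, n = 24) in low RFI pigs. The test on sequence differences between the lines covered 130 called line probes with a log2 difference over 0.5, a gene symbol and another probe of the gene, and none of the 664 of 1378 line calls without a symbol. Sequence differences under single probes do not account for most of these 130, because the other probes of the gene showed a median share of 0.826 of the change, against 0.958 for diet. For the 20.8% of these line probes whose other probes showed little of the change, under 0.2 of it, against 4.20% for diet, sequence differences and expression cannot be told apart, since no sequences of the pigs were used here. CHGA, RPL38 and FCN2 were also among the 10 by a dimmer probe, and their brightest probes were not called.

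The spike-in controls, RNA that the labelling kit adds to each sample, were not analysed in the paper. Relative to the array median, 7 of 10 control transcripts well over background were lower on HF arrays by a mean log2 difference of -0.12 (two-sided permutation test, p = 0.00171), with 20 of 24 HF arrays below the LF mean. A difference between slides is argued against, since the controls were lower on HF arrays on 6 of 6 slides. Before centring, the median log2 signal of the study probes was higher on HF arrays by 0.11 (8.96 ± 0.17 against 8.85 ± 0.15, SD, n = 24 each, p = 0.0186), while the controls differed by -0.011 (p = 0.819). The shift relative to the array median follows from these differences by construction, so they locate it and test no cause. Most of it lay in the study probes and little in the controls. Whether a difference in labelling, in the amount of messenger RNA per total RNA or another cause lies behind it stays open.

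Of 2416 probes that the authors did not keep but that were well above background on all 48 arrays, 513 were called by diet, 227 as higher and 286 as lower in HF pigs. They stand for 247 genes, of which 61 have no kept probe. The authors' filter is the technical choice that left them out, and its reason was not tested, and no biological explanation was tested.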

How the results depend on the processing

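The tests chosen after the result was seen were centring on the spike-in controls, the two-way ANOVA without a BH threshold and the gene sets without repeated or misassigned members, and the other alternatives were set before the data were examined.

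The diet effect on PRAT probes, 9333 calls, lay between 8589 and 10343 under the scalings and filters that kept the probe set, was 11317 with all probes of the array tested, and was 11778 with the spike-in centring. It was 5155 in low RFI pigs alone, with 1568 higher and 3587 lower, and 5310 in high RFI pigs alone, with 1941 higher and 3369 lower, where fewer pigs were tested. A fold threshold of 1.5 left 418, with 130 higher and 288 lower, since most differences were smaller. A BH threshold of 0.05 without the raw p threshold gave 10098. For the line effect on PRAT probes, 1378 calls, a fold threshold of 1.5 left 221, with 113 higher and 108 lower in low RFI pigs, and the spike-in centring gave 1006.

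The direction of the calls was less stable than their number. Of the calls by diet, 63.5% were lower in HF pigs with median centring, 60.1% with scanner values centred on their median, 37.2% with the 75th percentile, 48.3% with normexp and quantiles, 49.9% with quantiles of the deposited values, 65.3% without the probe filter and 11.2% with spike-in centring. Centring on the spike-in controls moved every gene by the same 0.12, and the median of all genes from -0.049 to 0.076, and 4728 of its calls were shared with the median centring. A direction given for a single gene is therefore relative to the median of the array.

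The diet by line interaction in PRAT, 108 probes at a raw p under 0.01, became 258 of 60305 without the probe filter, 216 with the replicate block and 250 with the spike-in centring. All of these are below the 381 expected by chance for the kept probes, and the cause was not tested. Of 100 regroupings of the pigs, 91 gave as many, so chance cannot be excluded. The same numbers of the labels occur in each group, and the mean correlation of pigs of different groups with the same number was 0.106, between -0.271 and 0.519, against 0.046 for other numbers on the same slide, so the numbers were not taken to pair pigs. With the replicate block the diet effect on PRAT probes was 10167 calls and the line effect on PRAT probes 1838.

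Among the study gene lists by diet, 932 of the 956 Table S1 probes were called, and a fold threshold of 1.5 left 130, with 15 higher and 115 lower, because most listed changes were smaller. The spike-in centring gave 742. Of the fixed gene sets by diet, 8 passed with camera's preset correlation, 11 with fry and 0 with the estimated correlation, which gave BH p between 0.278 and 0.987. The fibroblast set lost its call with fry (BH p = 0.0743), with the estimated correlation and with the spike-in centring. Leaving out PSMC3IP, UBE2CBP and the second symbol of MSMO1 left 8 sets past the threshold.

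Of 90 genes tested for diet, the number with the same direction and side of the thresholds was 85 with scanner medians, 72 with the 75th percentile, 74 with normexp and quantiles, 75 with quantiles, 87 with the two-way ANOVA and 59 with spike-ins. In low RFI pigs alone it was 54 and in high RFI pigs alone 51, with fewer pigs. Leaving out background subtraction gave the deposited values again. PKM, PPARG, ACOX2, MAFG, KLF13, RNF10 and FEM1A lost their call with the 75th percentile, with quantiles and with normexp, as RXRA, ASNS and UBL4A did with the 75th percentile, MASP1 with that and normexp, and TOMM7 and CNIH with normexp and quantiles. All of these, GLOD4, CCDC85B and IRAK2 lost it with the spike-in centring. Calls were gained too, by 2 genes with the 75th percentile, 2 with normexp and quantiles, 2 with quantiles and 4 with the spike-in centring. The first component of the diet-affected probes and the yellow eigengene stayed past p = 0.05 in all settings.

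Differences that changed sign were not called in either setting, except as given for RPL38, and the cause was not tested other than for the spike-in centring. That centring raised all 10246 genes by the same 0.12, so differences from just below 0 crossed it. The diet effect on GSTK1 was 0.071 and became -0.010 with high RFI pigs. For the diet effect on RARA, -0.0031 changed to 0.032 with scanner medians, 0.082 with the 75th percentile, 0.014 with no probe filter, 0.00053 with array weights, 0.048 with low RFI pigs, 0.0054 with the mean of a gene's probes and 0.12 with spike-ins. From 0.017, the diet effect on MEF2A went to -0.0024 with no probe filter and -0.018 with low RFI pigs. The diet effect on USF1 was -0.066 and became 0.019 with the 75th percentile, 0.0085 with high RFI pigs and 0.058 with spike-ins. For the diet effect on SREBF2, -0.047 changed to 0.030 with normexp with quantiles, 0.030 with quantiles and 0.077 with spike-ins. From -0.012, the diet effect on NFE2L2 went to 0.030 with the 75th percentile, 0.0095 with normexp with quantiles, 0.014 with quantiles, 0.0081 with high RFI pigs and 0.11 with spike-ins. The diet effect on GALNT1 was -0.0013 and became 0.0072 with scanner medians, 0.058 with the 75th percentile, 0.035 with normexp with quantiles, 0.032 with quantiles, 0.014 with array weights, 0.064 with high RFI pigs, 0.012 with the mean of a gene's probes and 0.12 with spike-ins. For the diet effect on TOP2B, -0.042 changed to 0.015 with the 75th percentile and 0.083 with spike-ins. From -0.050, the diet effect on PPP1R3C went to 0.020 with normexp with quantiles, 0.021 with quantiles, 0.077 with low RFI pigs and 0.075 with spike-ins. The diet effect on B4GALT5 was 0.014 and became -0.084 with low RFI pigs. For the diet effect on DLC1, -0.096 changed to 0.079 with the mean of a gene's probes and 0.029 with spike-ins. From -0.12, the diet effect on COPS2 went to 0.0039 with spike-ins. The diet effect on NFYA was -0.079 and became 0.046 with spike-ins. For the diet effect on NFE2L1, -0.10 changed to 0.024 with spike-ins.

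The line effect on CHGA changed from -0.019 to 0.90 and the line effect on RPL38 from -0.062 to 0.76 with the mean of a gene's probes, and RPL38 was then called. The gene set fatty acid oxidation was -0.10 and became 0.021 with spike-ins. For the gene set B and plasma cell markers, -0.059 changed to 0.021 with the 75th percentile, 0.020 with no probe filter, 0.12 with low RFI pigs and 0.065 with spike-ins. From -0.0072, the gene set adrenal markers went to 0.024 with scanner medians, 0.075 with the 75th percentile, 0.011 with normexp with quantiles, 0.0077 with quantiles, 0.00069 with probes well above background and 0.12 with spike-ins. The gene set unfolded protein and integrated stress response was -0.044 and became 0.0089 with the 75th percentile, 0.0016 with normexp with quantiles, 0.0041 with quantiles and 0.081 with spike-ins.

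Signal limited few of these results, since 34688 of 38142 kept probes were well above background on all 48 arrays. Restricting the test to probes well above background on every array of a group gave 9269 as the diet effect on PRAT probes.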

Differences from the paper's values

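No tests in this part were chosen after the result was seen, except the two-way ANOVA without a BH threshold and the spike-in centring, as stated where they are used.

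The paper states that the BH adjusted p of the Table S1 probes in PRAT was below 0.05, and the largest value here was 0.104. All 18 alternatives set before the data were examined gave a value above the paper's. Of the probes, 16 had a BH p over 0.05 here, and the paper's own table lists 17 such entries.

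For the regulators of Table S5, 12 of 35 listed fold changes, taken to the log2 scale, differ from the brightest probe by more than its standard error or in sign. For PPARD the paper's value is -0.26 and the value here -0.67, and of 16 alternatives set before the data were examined, the mean of a gene's probes closes the gap. For PPARA the paper's value is -0.20 against 0.53 here, for NFE2L2 -0.11 against -0.012, for GALNT1 0.28 against -0.0013, for B4GALT5 -0.25 against 0.014 and for DLC1 0.42 against -0.096, and none of the 16 alternatives closes any of these gaps. For ITGA11 the paper's value is -0.26 against 0.081, and none of 15 alternatives closes it. For SREBF1 the paper's value is -0.31 against -0.21, closed in high RFI pigs alone. For OGT it is 0.19 against 0.12, and for MEF2A 0.084 against 0.017, both closed by the 75th percentile, by normexp with quantiles, by quantiles of the deposited values and in high RFI pigs alone. For OGT the spike-in centring, chosen after seeing the values, closes it too. For ZNF268 the paper's value is 0.26 against 0.20, closed by the 75th percentile and by normexp with quantiles. For EBAG9 it is -0.26 against -0.34, closed by 9 of the 16 alternatives, namely scanner values centred on the median or on the 75th percentile, normexp with quantiles, quantiles, no probe filter, array weights, either line alone and the mean of a gene's probes, and by the spike-in centring, chosen after seeing the values. Alternatives that are not named did not close the gap. A dimmer probe of the gene gave -0.26 for PPARD, -0.21 for PPARA, -0.31 for SREBF1, 0.19 for OGT, 0.27 for ZNF268 and 0.43 for DLC1.

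For the IRAK2 probe of Table S1 the paper's log2 fold change is -2.70 and the value here -2.22. The gap is closed by scanner values centred on the median or the 75th percentile, no probe filter and high RFI pigs alone. None of the other 11 of 15 alternatives closes it. The listed fold change of -6.51 is that of a PTGDS probe here, so a displaced entry may account for the gap without these settings.

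The paper counts 3313 probes over-expressed by the HF diet, which the two-way ANOVA of its methods reaches with 3313, against 3411 by limma. It counts 4820 under-expressed probes in its text, against 5922 by limma and 5821 by the ANOVA, and the numbers printed in Fig. 1 add up to about 5800, read by eye. For up-regulated genes the paper's 1251 stands against 854 here and 826 by the ANOVA. Table S1 holds 956 distinct probes where the paper's text counts 1128. For line, the numbers printed in Fig. 1 add up to about 980 and about 1000, read by eye, against 689 and 689 here, and the two-way ANOVA without a BH threshold, chosen after seeing the values, gives 983 and 1027.

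The paper names IGF1R as among the top genes increased by the HF diet, and its brightest probe was higher by 0.16 here, with a dimmer probe at 0.54. GSTK1 is named as an exception that was not decreased, and its brightest probe was not called, at 0.071. With the mean of its probes the diet effect on GSTK1 was called, at 0.31. GALNT1 is named as changed on the PRAT arrays, and none of its 3 probes was called. The paper finds no enrichment of lipid pathways among genes affected by diet, from annotation terms of genes that it selected over both tissues. Here fixed sets were tested by their fold changes in PRAT alone, which is an unlike measure. The sets of fatty acid synthesis and of cholesterol synthesis and uptake were lower by a median of -0.58 and -0.29. With camera's estimated correlation neither passed (BH p = 0.278 for both).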

Other observations

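The tests chosen after the result was seen were those on the centring, the names of the deposited table, the fold changes and repeated probes of the study's tables, brightness-matched lists for the proteasome, the model with muscle, adrenal and blood scores, kidney markers detected, and set scores without repeated or misassigned members. The other tests were set before the result was seen.

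Of 100 regroupings of the pigs within line, 1 gave as many probes called by diet, the real one, and of 100 within diet, 1 gave as many called by line, the real one, so chance can be excluded for both. For the number of gene sets past the BH threshold by camera, 26 of 100 regroupings gave as many, with a median of 5 and a maximum of 13 among the others, so chance cannot be excluded for that number. The differences of single sets were therefore also tested by permuting pigs.

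Scores of the fixed sets, the mean over genes per pig, differed between diets by -0.17 for the proteasome, -0.17 for UBE2 enzymes, -0.29 for glycolysis, -0.56 for fatty acid synthesis and -0.34 for cholesterol (two-sided permutation tests, each p = 1e-05, the smallest that 100000 permutations can give, BH p = 4.6e-05 over 23 sets). Without PSMC3IP, UBE2CBP and the second symbol of MSMO1, the scores of the proteasome, UBE2 and cholesterol sets differed by -0.16, -0.18 and -0.34 (each p = 1e-05). Glycogen metabolism gave -0.15 (BH p = 0.00046), lipid uptake, storage and lipolysis -0.15 (BH p = 0.00509), adipocyte markers -0.087 (BH p = 0.0489) and kidney markers -0.37 (BH p = 0.000192). Macrophage markers within Tables 5 and S4, which the study picked from these pigs, gave 0.58 (BH p = 0.00644), and those outside these tables 0.23 (BH p = 0.0236). Fibroblast and preadipocyte markers gave 0.30 (BH p = 0.105), T and NK cell markers 0.10 (BH p = 0.139), endothelial markers 0.051 (BH p = 0.373), feeding and clock genes 0.049 (BH p = 0.259), B and plasma cell markers -0.041 (BH p = 0.741), fatty acid oxidation -0.097 (BH p = 0.0804), skeletal muscle markers -0.16 (BH p = 0.0917), brown and beige fat markers -0.13 (BH p = 0.0762), mesothelial markers -0.12 (BH p = 0.547), unfolded protein and stress response genes -0.040 (BH p = 0.547), erythrocyte markers -0.034 (BH p = 0.763) and adrenal markers -0.021 (BH p = 0.747). Of the genes the text names by rule, 81 were measured, 61 were called over all probes, 34 lower and 27 higher in HF pigs, 63 had a BH p under 0.05 over all probes and 65 had one adjusted over the list alone. The study picked most of these genes from the same pigs, so the last is not independent evidence.

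The macrophage markers outside Tables 5 and S4 were higher in HF pigs (fry p = 0.0116), 12 of 13 in direction under median centring, with LGMN, named after its value was seen, lower except with the spike-in centring. CD68, the brightest of them at a log2 signal of 2.97, is also in Table S3. More macrophage RNA in PRAT of HF pigs is therefore a candidate explanation for the higher yellow module, and the same genes made by other cells stays open. A lower share of adipocyte RNA would raise the markers of all other cell types alike. The largest difference between the scores of 2 other cell types was 0.34, for B and plasma cells against fibroblasts (p = 0.0695). The macrophage markers outside Tables 5 and S4 rose more than those of B and plasma cells, by 0.27 (p = 0.0170), but the BH p over the 10 pairs was 0.170. This explanation and a rise of macrophages therefore cannot be told apart, as the spread of the scores was wide.

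Muscle, adrenal, kidney or blood RNA in some samples was tested as a cause of the diet effect. With scores of all 4 in the model, 3406 probes were called in place of 9333, a fall that the planned test would have read as contamination. The kidney score alone gave 6747 and rests on AQP2, called by diet at -0.63, and MIOX at -0.11, so that it carries the diet difference itself (correlation with diet -0.564). With the muscle, adrenal and erythrocyte scores, 9093 were called, which argues against these as the whole cause. Of 10 kidney marker genes, 8 had no probe well above background on 24 or more arrays, and the most was 4 arrays, which argues against kidney RNA. A change of AQP2 within fat stays open.

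Bright probes were more often lower in HF pigs, with 1116 lower and 182 higher calls in group 10 of 10 equal groups of probes by rising brightness. A trend of the arrays with brightness that also moves the spike-in controls is argued against as the whole cause. The slope on brightness differed between diets by -0.013 in study probes (p = 0.00011) and by -0.0031 in the controls (p = 0.0162), and the difference of the slopes was -0.0097 (p = 0.00354). The controls show 24.5% of the slope, so a part may be technical. Such a trend does not account for the lower proteasome and UBE2 genes either, since at most 0.08% of 10000 random lists of the same brightness had a median as low. The excess of lower calls is consistent with an effect of the centring, since 37.2% of calls were lower with the 75th percentile in place of the median.

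In the deposited table, the name was that of the spot whose values an entry held in 2 of 38142 cases. Values sorted by 1 key and names by another may account for this, since the matched probe names rise in 38121 of the steps between entries and the feature numbers of the labels in 38141. The share of listed fold changes in Table S1 that equalled, within a relative tolerance of 6e-06, that of the probe next lower in rank was 90.9%, and 10.9% equalled that of the probe itself. The shares in Table S3 were 89.4% and 3.38%. A displacement by 1 place in a sorted list may account for it. For IRAK2 the listed fold change of -6.51 is that of PTGDS here, while the IRAK2 probe gave -4.65. Of the 173 probes listed 2 times in Table S1, 0 failed the thresholds in either tissue. PRAT was judged by the two-way ANOVA here, and SCAT by the paper's fold change and adjusted p. This may mean that an entry stands for a probe in 1 tissue, although 758 of the 783 probes listed once pass in both.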
